# Secondary Structure across the Bacterial Transcriptome Reveals Versatile Roles in mRNA Regulation and Function

**DOI:** 10.1371/journal.pgen.1005613

**Published:** 2015-10-23

**Authors:** Cristian Del Campo, Alexander Bartholomäus, Ivan Fedyunin, Zoya Ignatova

## Abstract

Messenger RNA acts as an informational molecule between DNA and translating ribosomes. Emerging evidence places mRNA in central cellular processes beyond its major function as informational entity. Although individual examples show that specific structural features of mRNA regulate translation and transcript stability, their role and function throughout the bacterial transcriptome remains unknown. Combining three sequencing approaches to provide a high resolution view of global mRNA secondary structure, translation efficiency and mRNA abundance, we unraveled structural features in *E*. *coli* mRNA with implications in translation and mRNA degradation. A poorly structured site upstream of the coding sequence serves as an additional unspecific binding site of the ribosomes and the degree of its secondary structure propensity negatively correlates with gene expression. Secondary structures within coding sequences are highly dynamic and influence translation only within a very small subset of positions. A secondary structure upstream of the stop codon is enriched in genes terminated by UAA codon with likely implications in translation termination. The global analysis further substantiates a common recognition signature of RNase E to initiate endonucleolytic cleavage. This work determines for the first time the *E*. *coli* RNA structurome, highlighting the contribution of mRNA secondary structure as a direct effector of a variety of processes, including translation and mRNA degradation.

## Author Summary

Messenger RNA (mRNA) is intrinsically prone to form higher order structures which is optimized for mRNA stability in the cell. We took advantage of recent developments in high throughput sequencing technologies and coupled them with RNA structure-probing approaches to provide a high resolution view of the mRNA secondary structure of *Escherichia coli* on a global, transcriptome-wide scale. Our data highlight the contribution of mRNA secondary structure as a direct effector of a variety of processes, including translation initiation and termination, mRNA abundance and degradation. This goes beyond the primary function of mRNA as an information entity in the transfer of the genetic information and places it more centrally in regulating fidelity of translation.

## Introduction

The primary role of mRNA in cellular physiology is to act as an informational molecule for translating ribosomes. Yet, emerging evidence places mRNA more centrally in regulating biogenesis of the encoded protein, including cotranslational folding and insertion and interactions with auxiliary factors [1–3]. mRNA is intrinsically prone to form higher order structures, i.e. secondary and tertiary folded motifs. RNA structures tend to be highly dynamic and undergo conformational changes on a microsecond time scale [4]. Furthermore, one linear single-stranded RNA sequence can potentially adopt several differently complex secondary (such as hairpins and stem-loops) and tertiary folds (i.e. stabilized by interactions between distantly located sequences).

Recent developments in high throughput sequencing technologies and their coupling with RNA structure-probing approaches provided a comprehensive map of the secondary structure of the whole cellular transcriptome of yeast, plants and metazoans [5–11] and highlight the broad contribution of RNA structure to modulating gene expression. Conceptually, the mRNA structure is determined by probing its susceptibility to enzymatic cleavage (nucleases S1, P1 for single stranded and RNaseV1 for double-stranded regions), or chemical modifications (e.g. 2’-hydroxyl alkylation of exposed A, G, C or U with 1-methyl-7-nitrosatoic anhydride (1M7), methylation of exposed N1 of adenines or N3 of cytosines by dimethyl sulfate (DMS), modification of exposed N3 of uridines and to smaller extent of N1 of guanines with 1-cyclohexyl-(2-morpholinoethyl)carbodiimide metho-p-toluene sulfonate) (reviewed in [12]). Global *in vitro* analysis of the total mRNA of yeast subjected to either single-strand or double-strand enzymatic digestion revealed that coding regions exhibit higher propensity to be involved in secondary structure than non-coding regions [6]. Further *in vivo* analysis using cell-permeable DMS to probe unpaired A and U argues that on a global level, in rapidly dividing yeast and mammalian cells, the mRNA secondary structure of the coding sequences (CDSs) does not impede translation elongation, highlighting the role of RNA-binding proteins and ATP-dependent helicases in modulating the mRNA dynamics *in vivo* [8]. Only few mRNA structures that are selected for regulatory purposes persist [8,13,14]. Importantly, probing all four nucleotides with 1M7 (icSHAPE) in mouse embryonic stem cells reveals that some persistent structural elements are similar in *in vivo* and *in vitro* [9,15]. Moreover, the *in vitro* folding landscape of an mRNA does not differ from that *in vivo*, but the exchange between adjacent structures *in vivo* is much faster than *in vitro* [16]. Here we combine the power of three different sequencing technologies, parallel analysis of the mRNA structure (PARS), ribosome profiling and RNA-seq to extract, to our knowledge for a first time, the structural features in mRNA selected for regulation of gene expression in *Escherichia coli*.

In bacteria, based on available single gene examples (summarized in [17]), it has been axiomatically assumed that secondary structure propensity correlates with mRNA stability which in turn is proportional to mRNA abundance and translatability. However, microarray-based analysis of more than 2000 genes in *E*. *coli* shows that computed secondary structure stability is not predictive of increased mRNA abundance [17]. Even highly-translated mRNAs with high abundance can be very unstable [17]. Furthermore, detailed single gene studies have shown the significant influence of tRNA abundance or mRNA secondary structure as key modulators of translation elongation rate [18–20]. Interestingly, in regions with high propensity to secondary structure, codons pairing to high-abundance tRNAs, i.e. translated faster [20],are preferentially selected; secondary structure and fast translating codons act in an opposing manner on translational speed, potentially cancelling out their individual effects and smoothing overall translational speed [21]. In physiological conditions, initiation is rather rate-limiting [22] and initiation rate is affected largely by mRNA sequence features [23]. Reduced folding of codons 3’ adjacent to the start codon enhances expression [24,25].

To address the impact of mRNA secondary structure across the *E*. *coli* transcriptome, we used parallel analysis of RNA structure (PARS) coupled to deep-sequencing [6], which reports on the intrinsic propensity of protein (ribosome)-free mRNA to partition in secondary structures. We exploited PARS to select candidate sites for regulatory RNA structures. We then complemented PARS with ribosome profiling [26] and RNA-Seq [27] to determine the impact of RNA structure on translation efficiency and mRNA abundance in the cell, respectively. With this combined approach, we uncovered structural elements that may facilitate different steps of translation. The recognition site of RNase E, a major player in mRNA decay in *E*. *coli*, was also inferred from the PARS analysis. Our global analysis corroborates early reports from single-gene studies [28–30] and features on a global level the common recognition signature of RNase E cleavage, which is composed of double-stranded and single-stranded segments. More broadly, our study provides a comprehensive foundation for understanding the impact of mRNA secondary structure in bacterial gene expression with implications in design and engineering of synthetic genes.

## Results

### PARS reveals globally conserved structural features among *E*. *coli* transcripts

To assess the intrinsic propensity of the *E*. *coli* transcriptome to partition in secondary structures, we isolated total mRNA (i.e. in absence of proteins and ribosomes) from exponentially growing *E*. *coli* culture and subjected it to PARS with some modifications of the original protocol [6] (Fig 1A; details are provided in the Methods section). The total mRNA was either digested with single strand-specific RNase A/T1 or with double strand-specific RNase V1 (Fig 1A) and coupled to a massively parallel sequencing to depth of ~50 million reads (~16 million uniquely mappable reads per sample). 

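The files analysed here hold 4 PARS libraries, namely 2 biological replicates of the V1 digestion and 2 of the A/T1 digestion. Both digestions used mRNA of the laboratory strain *E. coli* MC4100, grown at 37°C in LB to mid-log phase. The methods describe MC4100 as a derivative of MG1655 with 4 major deletions. The sample labels give the strain as MC4104 to MC4107 for the PARS libraries, a number that rises by 1 from sample to sample over the series, and the strain is given here as the paper states it. RNase V1 cuts at paired nucleotides and RNases A and T1 cut at unpaired ones, so the start of a read can mark a cut. After either digestion the RNA was also fragmented at random. As the methods describe, the authors trimmed the reads, mapped them to the MG1655 genome with at most 3 mismatches and assigned each read to its first nucleotide. The deposited values are rpM, read numbers scaled to the sequencing depth, at each genome position on each strand, with 1 library per file and no pooling. All values of a library are whole multiples of its smallest value, which is the worth of 1 read. The read counts could therefore be recovered, with a largest deviation from a whole number of 9.6e-05 reads. V1 replicates 1 and 2 held 17520197 and 15691147 reads, and A/T1 replicates 1 and 2 held 17495249 and 17190113 reads (n = 4 libraries). The paper states a rounded number of uniquely mappable reads per sample, and the values here use the recovered counts. The V1 values summed to 90.5% and 87.2% of the full rpM scale and the A/T1 values to 96.7% and 98.2%.
The strand of each value column is not stated. The columns were assigned by the strands that S2 Table gives for the RNase E sites, since 99.1% of the reads around forward sites fell in the first column and 99.8% of the reads around reverse sites in the second. No annotation of this genome version was given for the re-analysis, so reads were counted in 9280 consecutive windows of 1000 nt per strand in place of genes. Without the sequence the adenines, which the authors excluded, could not be left out. The transcript load of a window was the summed V1 and A/T1 reads of both replicates divided by its length, with the paper's minimum of 1. The PARS score of a nucleotide was log2 of (V1 rpM + 1) over (A/T1 rpM + 1), computed per replicate and then averaged over the replicates. Because 1 read is worth about 0.05 rpM in these libraries, the added 1 rpM draws the scores of nucleotides with few reads towards 0.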

RNase T1 and RNase A cleave specifically at unpaired guanosine and pyrimidines (cytosine and uracil), respectively, while RNase V1 cleaves at all four paired bases. The results are highly reproducible across replicates (Pearson correlation coefficients *R* = 0.96 and *R* = 0.95 for V1 and A/T1 digestions, respectively, S1 Fig). 

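The log2 read counts of the V1 replicates had a Pearson correlation coefficient of 0.938 (Spearman's rho 0.927) across the 2474 windows of 1000 nt with a transcript load of at least 1. For the A/T1 replicates it was 0.927 (Spearman's rho 0.914) across the same windows. The 95% confidence interval reached 0.005 to either side for V1 and 0.006 for A/T1. These are correlations across windows, which are not independent replicates. Libraries with the same replicate number lay closer together than the replicates of a digestion. The correlation of V1 with A/T1 was 0.975 within replicate 1 and 0.965 within replicate 2. Between replicates of different number it was 0.937 (V1 replicate 1 with A/T1 replicate 2) and 0.924 (V1 replicate 2 with A/T1 replicate 1). Raising the minimum load to 5 moved the V1 coefficient most, to 0.901 across 1178 windows. Dropping the load limit moved the A/T1 coefficient most, to 0.965 across the 8365 windows with at least 1 read in each replicate. From correlations of this kind across transcripts, the paper concludes that both digestions are highly reproducible.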

The PARS score was calculated for each nucleotide, which also exhibits good reproducibility on transcriptome-wide and single-transcript levels (S1C and S1D Fig), and a positive PARS score indicates preferential involvement in double-stranded structure (Fig 1A and 1B). 

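PARS scores computed from each replicate alone had a Pearson correlation coefficient of 0.767 and a Spearman's rho of 0.454 over the 2473675 nucleotides of the 2474 windows with a load of at least 1. These nucleotides, adenines included, are not independent replicates. Within single windows the coefficient had a median of 0.735, with quartiles of 0.676 and 0.779, a summary added after the data had been seen. Both replicates gave a score other than 0 at 745926 nucleotides, and 75.9% of these had the same sign in both. Where the score was past 1 or -1 in both replicates, which held for 61066 nucleotides, 98.5% had the same sign. The pseudocount moved the coefficient most, to 0.676 with 0.1 rpM in place of 1 rpM. Pairing V1 of one replicate with A/T1 of the other gave 0.772. The paper describes the reproducibility of the score as good over the transcriptome and in single transcripts (S1C and S1D Fig), and reads a positive score as a preference for double-stranded structure.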

At a selected threshold of 1.0 [6] for reliable reads at each position (S1 Fig), we obtained structural information for ~900,000 nucleotides covering 2,536 *E*. *coli* genes. 

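With a load of at least 1, 2474 of the 9280 windows passed, with a median load of 4.61 reads per nt. They contain 2473675 nucleotides, of which 1154533 (46.7%) had a score other than 0 in the mean of both replicates. Positive scores made up 68.9% of these, 795594 nucleotides, and negative scores 358939. Replicate 1 alone scored 958626 nucleotides and replicate 2 alone 941833. All bases are counted here, including adenines. RNases A and T1 do not target adenines while V1 cuts at all paired bases, so including them may raise the positive share. The minimum load moved this number most, to 682546 nucleotides in 1178 windows with a load of at least 5.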

The results from PARS are in excellent agreement with known RNA structures and match four experimentally validated RNA structures (Fig 1B; S2 Fig), including also the whole 16S rRNA. Furthermore, we performed additional independent experimental validation of the *ppiC* transcript; the PARS values recapitulate the results from orthogonal structural probing of *ppiC* (S1 Fig).

**Fig 1:**
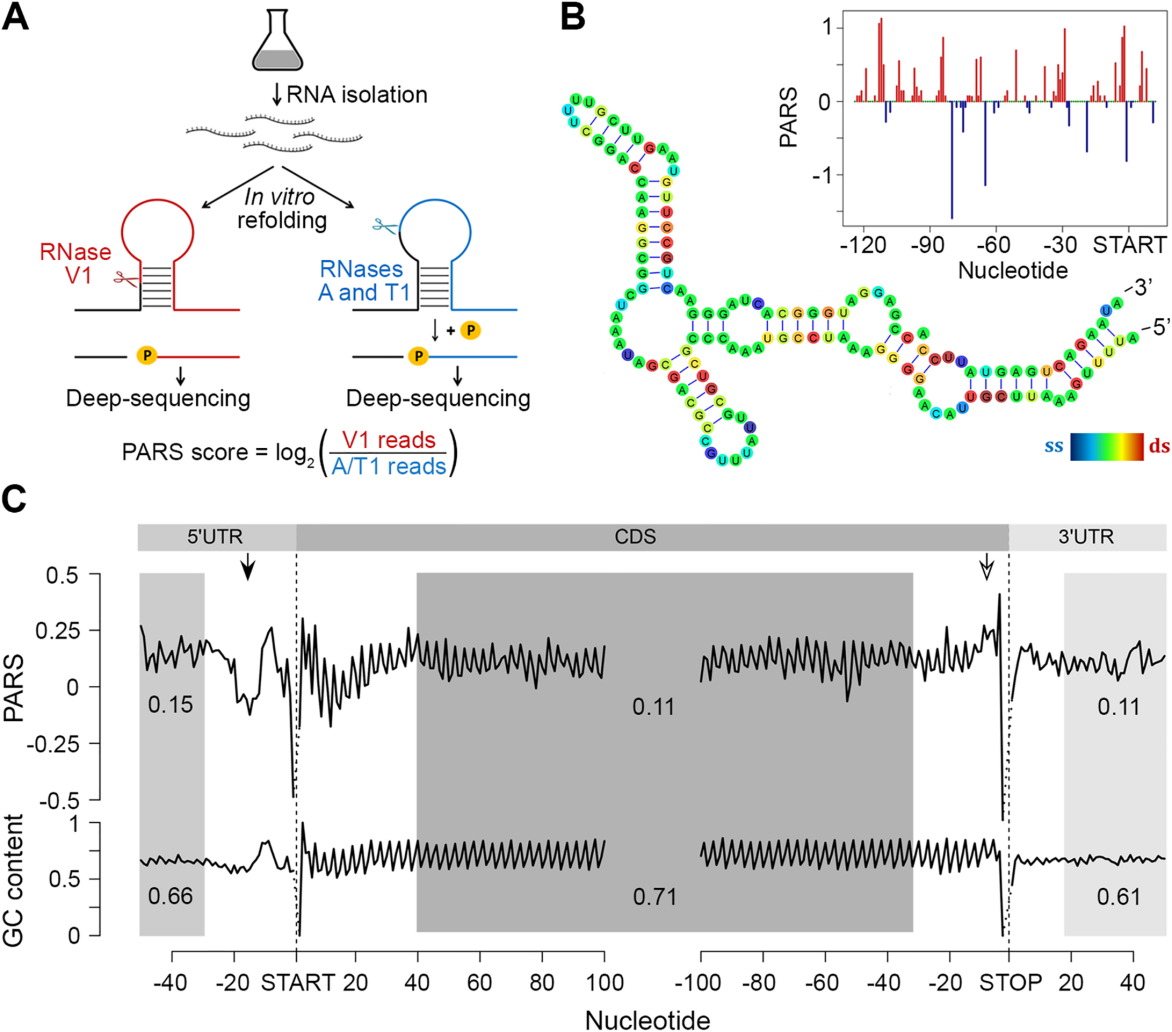
PARS analysis. (A) Overview of modified PARS approach. RNase V1 cleaves double-stranded RNA and combination of RNases A/T1 the single stranded RNA with optimal activities at physiological pH (7.0). RNAse A/T1 usage requires an additional phosphorylation step prior to library generation. (B) The PARS score of the *rpoS* leader sequence (inset) was overlaid with the experimentally determined structure [64]. Double-stranded nucleotides with positive PARS score are colored red, single-stranded nucleotides with negative PARS score–blue, nucleotides with missing PARS score or equal to zero–green. The color intensity of the *rpoS* nucleotides reflects the PARS scores (rainbow legend). (C) Metagene analysis of protein-coding transcripts. Average PARS score for each nucleotide (top) and GC content (bottom) across the 5’UTRs, CDS and 3’UTRs of all protein-coding transcripts, aligned at the start or stop codon, respectively. For the shaded areas the average PARS scores or GC content is calculated; thus note the deviations from the total GC content of 51% in *E*. *coli*. Unstructured region upstream of the start codon and structured sequence preceding the stop codon are marked by arrows with filled and open arrow heads, respectively.

Metagene analysis of the transcripts aligned at their start and stop codons shows that *E*. *coli* CDSs have a propensity to form double-stranded structure to a level that is similar to the structure propensity of the 5’- and 3’-untranslated regions (UTRs) (Fig 1C). This global trend is different than that in eukaryotic organisms. In yeast, UTRs are less structured than CDSs [6]. Conversely, in metazoans [31] and humans [11] UTRs are, on average, more structured than coding regions. A well-defined periodic pattern is present only in the CDSs but not in the 5’ and 3’UTRs as detected by discrete Fourier transform (S3 Fig) with first nucleotide being the most structured (S3 Fig). Three nucleotide periodicity is also detected in yeast [6], *A*. *thaliana* [5], mouse [32] and human [11] and is intrinsic to the structure of the genetic code (see the periodic pattern of the GC content, Fig 1C), consistent with prior computational predictions for various genomes [33]. We noticed, however, that in some regions the mRNA structure deviates from the nucleotide content, e.g. a uniform unstructured region around 20 nt upstream of the initiation start and more structured region upstream of the termination codon (Fig 1C). These positions may provide candidate sites for functional conformation of mRNA *in vivo* and we address their role below.

The region 10–30 nt downstream of the initiation was also less structured than the average PARS score of the CDS (Fig 1C). Less structured regions at the 5’ start of the CDSs facilitate initiation and general gene expression [24,25], a trend which is also present in the human [11] but not in the yeast [6] transcriptome.

### Intrinsic secondary structure propensity of the CDS influences elongation only locally in some genes

We next asked whether the intrinsic secondary structure propensity of the CDS influences the translation (elongation) efficiency and correlates with mRNA abundance in the cell. We complemented the PARS analysis with ribosome profiling which captures the positions of translating ribosomes with nucleotide resolution [26] which showed high reproducibility between biological replicates on a global (S4 Fig) and single gene level (S1 Fig). 

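Ribosome profiling sequences the mRNA fragments that ribosomes protect from micrococcal nuclease. The files analysed here hold 2 biological replicates from cells grown in LB, taken as MC4100 at 37°C as for PARS. The sample labels name MC4100 for replicate 1 and MC4102 for replicate 2. The paper names MC4100 for the PARS culture and in the section on mapping, and its profiling methods name no strain or growth temperature. The authors mapped the trimmed reads to the MG1655 genome with at most 2 mismatches and deposited rpM at each position and strand. For the gene read counts the methods exclude rRNA and tRNA reads, and whether the deposited values exclude them is not stated. The methods count a read by its middle nucleotide. Whole-read counts recovered from the values came to 14937589 reads in replicate 1 and 8923863 in replicate 2. A single position on the forward strand, 3980782, held 6.15% of the reads of replicate 1 (95% Wilson interval 6.14% to 6.16%) and 2.20% of those of replicate 2 (2.19% to 2.21%). These intervals cover counting error only, and the replicates differ by far more. In 1000-nt windows, used in place of genes, the log2 counts of the replicates had a Pearson correlation coefficient of 0.926 (Spearman's rho 0.898) across the 3554 windows with more than 60 reads in each. The replicates differed by far more than sampling noise, with a mean chi-square of 459 per window against 1 for noise alone. Including every window with at least 1 read in each replicate changed the coefficient most, to 0.955 across 9194 windows. Windows are not independent replicates. The paper reports high reproducibility of the profiling from Pearson coefficients across transcripts with more than 60 reads (S4 Fig).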

We hypothesized that a persisting mRNA structure would induce ribosomal pausing which would be detected by enrichment of ribosome-protected fragments (RPFs) upstream of an mRNA structured stretch. A structured stretch was defined when 6 nt within a window of 10 nt show a positive PARS score (for details see Methods section and S5 Fig). 

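The search for stretches was run over the 2422 windows with a load of at least 1 and more than 60 RPF reads in each replicate, on scores averaged over both PARS replicates. A stretch was 10 nt with at least 6 positive scores, and the next one started after its end. This gave 71786 stretches, adenines and sequence outside CDSs included, since neither could be told apart without an annotation. Adenines may raise this number, since RNases A and T1 do not target them. The number fell most when replicate 2 was left out, to 39996, and without replicate 1 it was 49353. Requiring 5 positive scores gave 103886 stretches and requiring 7 gave 44072.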

In total, within the CDSs we extracted 908 stretches with high structure propensity *in vitro*. For the majority of the structured stretches we did not detect an accumulation of the RPF upstream of them (Figs 2A and S5) suggesting that the majority of these structures may not persist *in vivo* and do not influence the elongating ribosomes that is consistent with the observation in yeast and mammalian cells [8]. 

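RPF reads of both replicates were summed over the 29 nt on each side of a stretch, with a median of 155 reads per stretch, and L1 and L2 were the upstream and downstream shares. Over the 71451 stretches with RPF reads and both flanks inside the searched windows, the median was 0.486 for L1 and 0.514 for L2 (SD of L1 0.241). L1 exceeded L2 at 33985 stretches, 47.6%. The mean of L1 minus L2 was -0.028, and the Kolmogorov-Smirnov statistic between L1 and L2 was 0.038 (permutation test swapping L1 and L2 within stretches, p = 1e-05, the smallest that 100000 resamples can give). Neighbouring stretches share flanks and are not independent, so this p is too small by an unknown amount. Each RPF replicate alone gave a negative mean as well, -0.029 for replicate 1 and -0.026 for replicate 2. Leaving out PARS replicate 1 moved the mean most, to -0.048. From the lack of an RPF accumulation upstream of most stretches, the paper proposes that most of these structures may not persist *in vivo* and do not affect elongating ribosomes.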

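The 80th percentile of L1 over the 71451 stretches was 0.719, and 14290 stretches lay above it. The share L1 repeated between the RPF replicates. Across the 53996 stretches with at least 20 RPF reads in the flanks in each replicate, L1 of the 2 replicates had a Pearson correlation coefficient of 0.890 (Spearman's rho 0.885). Stretches are not independent replicates. In replicate 1, 10796 of these stretches were above the 80th percentile of that replicate, and 7971 were above the 80th percentile of each replicate. L1 exceeded L2 in both replicates at 22397 of the 53996, which is 41.5%. The correlation of L1 with the mean PARS score of the stretch was -0.021 across stretches. The paper takes the stretches above the 80th percentile as sites where structure caused the ribosome to pause.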

Nonetheless, a sizeable fraction of structured sites in the CDS (above the 80^th^ percentile, 87 positions) caused ribosomal pausing, i.e. L_1_>L_2_ (Eqs 2 and 3; Fig 2A). Along with the genes with previously validated structures (Fig 2B and S1 Table), our analysis revealed some promising candidates for novel functional RNA structures (Fig 2C; S1 Table). One of the genes, *deaD*, encodes a DEAD-box RNA helicase that functions in large ribosomal subunit assembly [34] and RNA degradation under cold shock [35]. Contrary to the prevailing views for DeaD function at only low temperature, recent evidence describes its expression over a broad temperature range but with large variation in expression level [36]. It is tempting to speculate that the newly identified persistent structure in *deaD* (Fig 2C) may regulate its expression level at different temperatures through a structure-induced translational pausing.

**Fig 2:**
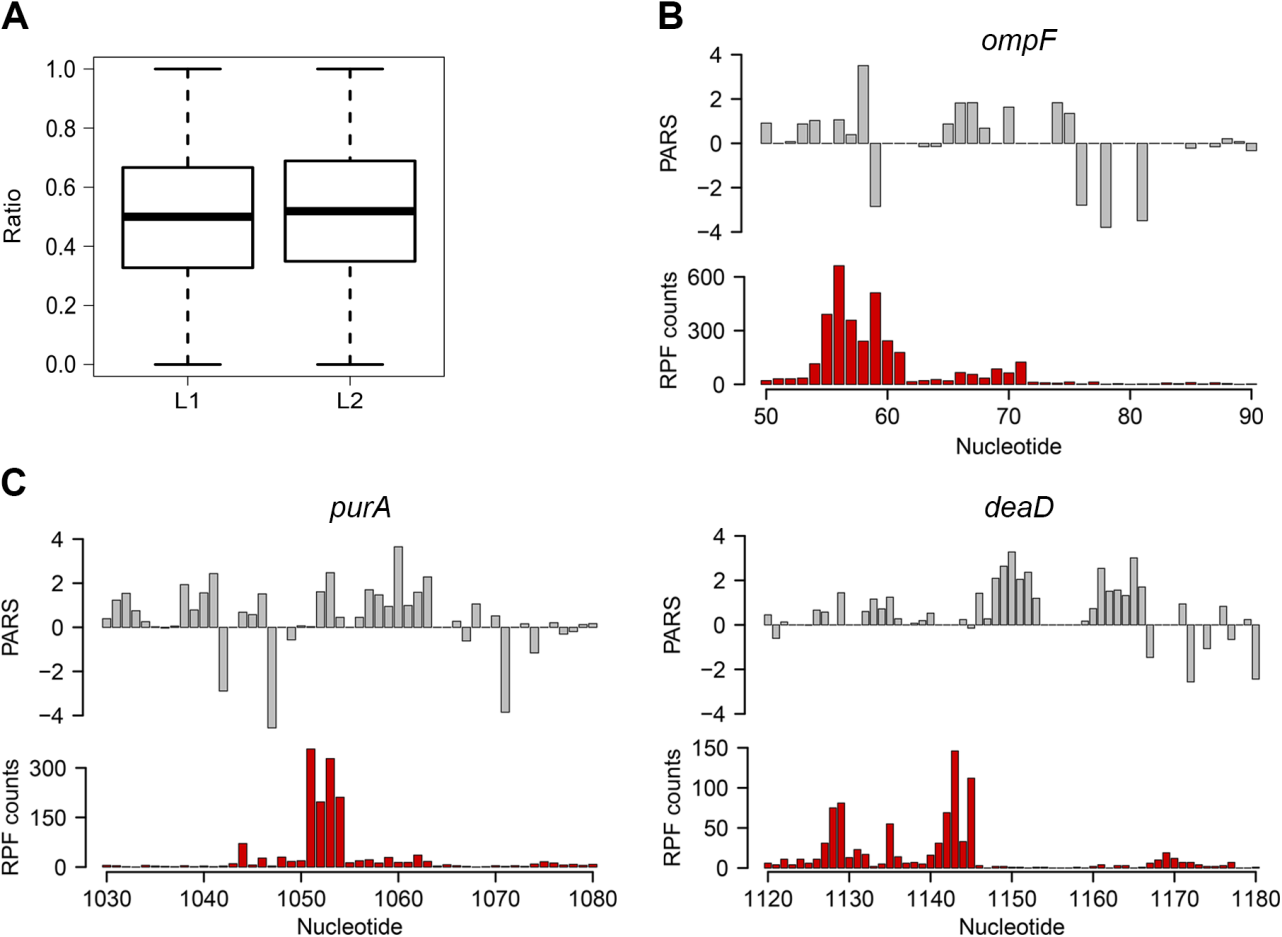
Ribosomal pausing induced by secondary structure in CDS. *(*A) Globally, ribosomal pausing is not significantly affected by the presence of secondary structure in the CDS. Box plot analysis of the ratio of RPF upstream (L1) calculated from Eq 2 and downstream (L2) calculated from Eq 3 of detected secondary structures (*P* = 0.1209, Kolmogorov-Smirnov test). (B,C) Ribosomal pausing is observed within coding sequences above the 80^th^ percentile (panel A). Examples of *ompF* transcript with previously validated secondary structure [65] (B) as well as newly detected genes (C) for which a local secondary structure causes non-uniform ribosomal distribution. Aligned PARS score (upper panel, gray) with the RPF counts (bottom panel, red) at each nucleotide.

Slow-translated regions, mostly formed by clustering of suboptimal codons, are enriched in *E*. *coli* membrane proteins at the beginning of their transmembrane domains [37]. Similarly to yeast, these regions may promote interaction with the signal recognition particle [2] and thus facilitate membrane targeting and translocation. Since a large fraction of the identified structural sites that correlated with accumulated RPF reads were in membrane proteins (S1 Table), we analyzed the distance between the pausing positions and start of the transmembrane domains. The majority of the pausing sites were within 11 to 80 amino acids downstream of the membrane domains (S5 Fig). Strikingly, this distance interval closely resembles the 30–72 amino acid span needed to exit the ribosomal tunnel [38]. Thus, secondary structure-induced ribosome stalling may play a role in membrane targeting in a manner similar to the transient pausing of translation by suboptimal codons [2,37].

### mRNA abundance correlates with the mean structural propensity of the coding sequence

Clearly, under physiological conditions, the secondary structure propensity of the majority of CDSs had no impact on the elongating ribosomes. However, mRNA structure is important for a variety of processes, including maintenance of stability and half-life [39]. To quantify the transcriptome, we performed an RNA-Seq experiment [27] which exhibited high reproducibility between biological replicates (S4 Fig). 

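RNA-Seq was made from randomly fragmented mRNA of cells grown in LB, taken as MC4100 at 37°C as for PARS. The sample labels name MC4100 for replicate 1, MC4101 for the technical replicate and MC4103 for replicate 2. The RNA-Seq methods refer back to the enriched mRNA of the MC4100 culture. Some regions had RNA-Seq and RPF reads and almost no V1 or A/T1 reads. Whether all libraries came from the same cells is therefore not settled. Replicate 1 held 4908864 reads, a technical replicate, taken as belonging to it, 4879855 reads, and biological replicate 2 held 5323510 reads. The authors mapped the trimmed reads with at most 2 mismatches to the MG1655 genome and deposited rpM at each position and strand, from which whole reads were recovered. The methods exclude rRNA and tRNA reads for the gene read counts, and whether the deposited values exclude them is not stated. Reads were summed here in 1000-nt windows in place of CDSs. The technical replicate differed from replicate 1 by no more than sampling noise (mean chi-square 0.988 per window over 2939 windows, where noise alone gives 1), while the biological replicates had a mean chi-square of 170 over 2766 windows. Replicate 1 and its technical replicate were therefore averaged and counted as 1 sample, leaving n = 2. The log2 counts of the biological replicates had a Pearson correlation coefficient of 0.926 (Spearman's rho 0.901) across the 2766 windows with more than 60 reads in each. The technical pair reached 0.997. Across all 9108 windows with at least 1 read in each biological replicate the coefficient changed most, to 0.951. Windows are not independent replicates. The paper concludes from Pearson coefficients across transcripts that the experiment is highly reproducible (S4 Fig).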

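Mean PARS score and mRNA abundance were compared over the 2354 windows of 1000 nt with a load of at least 1 and more than 60 RNA-Seq reads in each biological replicate. Across the 1648 windows outside the 30% least abundant, the mean score had a Pearson correlation coefficient of 0.799 with log2 abundance (Spearman's rho 0.818, permutation test, p = 1e-05, the smallest that 100000 resamples can give). Windows are not independent replicates, and this is across windows, not across samples. In the 706 most abundant windows, 30% of the total, the mean score was 0.105 (SD over windows 0.127). It was 0.0009 (SD 0.0045) in the 706 least abundant. The difference of 0.104 was past what relabelling windows gave (permutation test, p = 1e-05, again the smallest possible). With 2 such tests, Benjamini-Hochberg adjustment leaves both permutation p-values at 1e-05. Replicates 1 and 2 gave means of 0.103 and 0.107 in the most abundant group and 0.0011 and 0.0007 in the least abundant. The median load was 25.4 reads per nt in the most abundant group and 1.71 in the least abundant. The coefficient moved most when V1 and A/T1 reads were summed over each window before the log2 ratio was taken, with no pseudocount, which gave -0.043 (permutation test, p = 0.083) and a difference of -0.009 between the groups (permutation test, p = 0.59). The difference moved most with a pseudocount of 0.1 rpM, to 0.338 with a coefficient of 0.828 (permutation tests, p = 1e-05 for each). From the rise of the mean score with abundance, the paper concludes that abundant transcripts have more secondary structure than scarce ones.

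**Figure D1:**
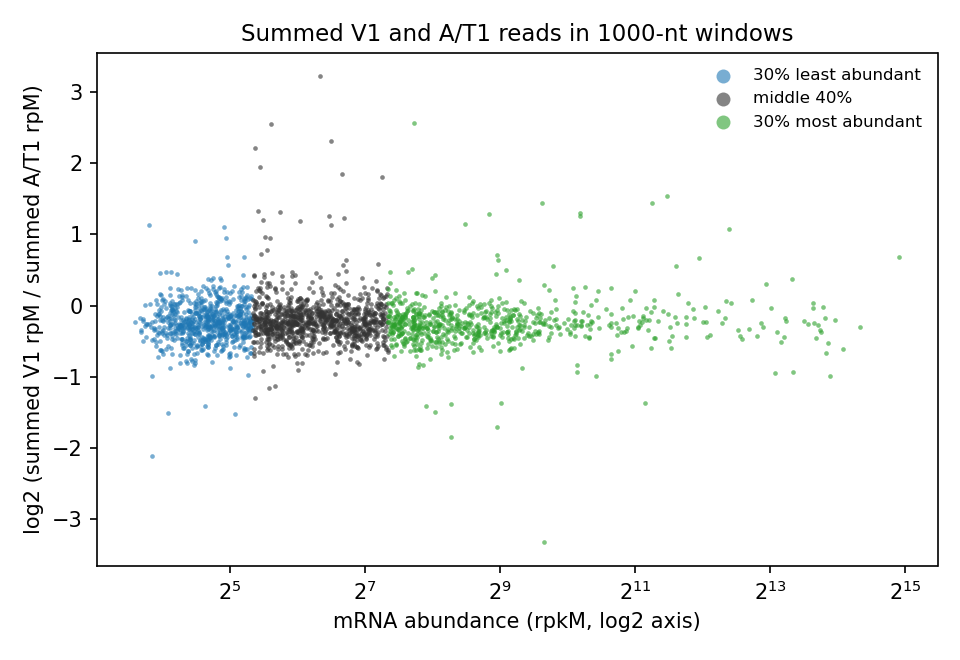
log2 ratio of summed V1 rpM to summed A/T1 rpM (vertical axis) against mRNA abundance (rpkM, log2 axis) in the 2354 windows of 1000 nt, each point 1 window, coloured by the 30% least, the middle and the 30% most abundant. The ratio stays level, with medians of -0.247 in the least and -0.262 in the most abundant windows. Summing lets the strongest positions dominate, so the ratio measures another quantity than the mean PARS score. That score rose with abundance (r = 0.799 across the 1648 windows outside the 30% least abundant).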

Comparison of the mean PARS score over the CDS revealed a clear correlation with the mRNA abundance (Fig 3A and 3B): the 30% most abundant transcripts exhibited higher secondary structure than the 30% least abundant genes (*p* = 2.2*10^−16^, Mann-Whitney test, Fig 3C). Thus, we next asked whether low abundance transcripts are more susceptible to degradation. In *E*. *coli*, RNase E is a key enzyme in RNA metabolism and has a major influence on the mRNA life cycle [40]. Recent RNA-Seq-based analysis identified ~1,800 RNase E target sites within *E*. *coli* mRNAs [41]. 

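S2 Table lists 64 RNase E cleavage positions in 48 genes, 21 on the forward and 43 on the reverse strand. In the deposited PARS data, 62 of the 64 positions lay in 1000-nt windows with a load of at least 1. The 51 nt centred on a position held a median of 473.5 V1 and A/T1 reads over the 4 libraries, from 2 reads at the least covered position to 29304 at the most covered.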

Within the genes with a transcript load over the threshold of 1.0 (S1E Fig), we identified 64 RNase E cleavage positions (Fig 3D, S2 Table) which score among the first 100 cleavage sites [41]. However, those genes did not cluster within the gene group with the lowest abundance and lowest propensity to form secondary structure.

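The 64 positions fell in 51 windows of 1000 nt, of which 46 had a load of at least 1 and more than 60 RNA-Seq reads in each biological replicate. Of these 46 windows, 2 were among the 30% least abundant and 33 among the 30% most abundant. The paper chose these positions from the top-scoring sites of an earlier sequencing study, within genes over the load limit. That choice may itself favour abundant transcripts, so the comparisons below cannot separate it from a property of RNase E sites. Their median abundance was 285 rpkM against 72.1 rpkM in the other 2308 windows. The difference in mean log2 abundance was 1.79 (permutation test, p = 1e-05, the smallest that 100000 resamples can give, 2e-05 after Benjamini-Hochberg adjustment for 2 comparisons). The mean PARS score was 0.094 in the windows with sites and 0.035 in the others, a difference of 0.058 (permutation test, p = 0.00019, adjusted 0.00019). Only 3 of the 46 windows were among the 30% with the lowest mean score. The mean score of a window followed its abundance (r = 0.799 across windows). It did not when reads were summed before taking the ratio (r = -0.043), which lets the strongest positions dominate. Nor did it when reads were thinned to a load of 1 (r = -0.042), which has little power. The paper reads the position of these genes as showing no grouping among scarce and weakly structured transcripts.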

**Fig 3:**
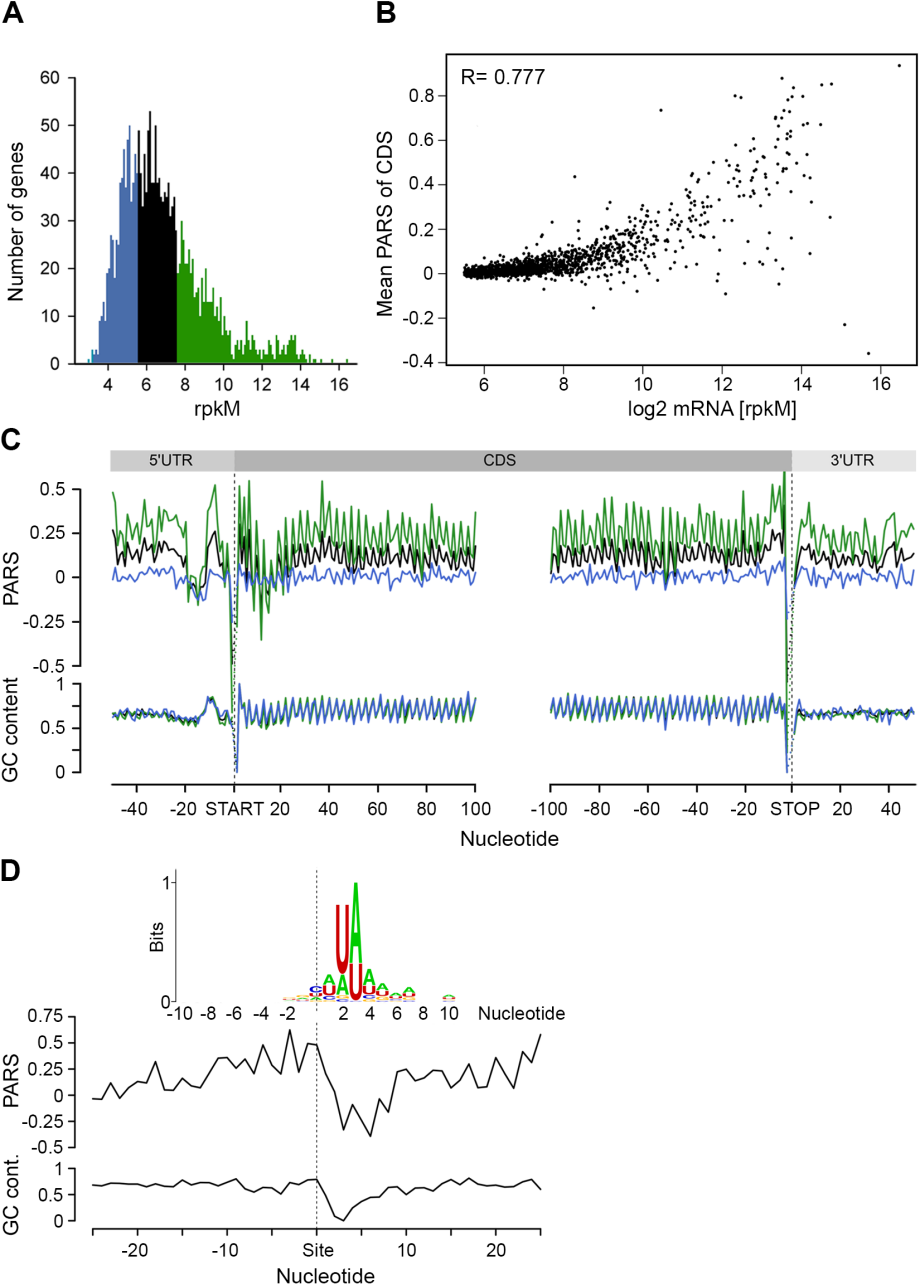
mRNA structure correlates with mRNA abundance. (A) Distribution of transcript abundance, expressed in gene read counts normalized by the length of CDS per kilobase and the total mapped reads per million (rpkM). The 30% least (blue) and most (green) abundant genes from the reliably detected genes (S4 Fig) are highlighted. (B) Dependence of the mean PARS score on the mRNA abundance of the middle (black) and most (green) abundant transcripts as defined in panel A. R = 0.777, Pearson correlation coefficient. (C) Average PARS score (top) and GC content (bottom) for each position of all transcripts (black curve) as well as the 30% most (green) and least (blue) abundant. (D) Average PARS score (top) and GC content (bottom) for each position around the top 64 RNase E cleavage sites (S2 Table). Inset, the sequence logo of the aligned RNase E cleavage sites, spanning from -10 to +10 nt.

The cleavage site of RNase E is at an unpaired sequence [41] which lacks a specific sequence motif but is rather enriched in A and U (Fig 3D, inset). Single gene studies propose the importance of stem-loop structures 5’ adjacent to the A/U rich target sites of RNase E [28–30]. Strikingly, we observed this common signature for the 64 identified RNaseE target sites: the unpaired target region is preceded by a structured mRNA stretch (Fig 3D). 

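At the 64 positions, the mean PARS score was 0.175 (standard error over sites 0.039) in the 8 nt up to and including the site and -0.048 (standard error 0.049) from 2 to 7 nt after it. The difference was 0.223 (standard error 0.059, n = 64 sites, sign-flip permutation test over sites, p = 0.00023). It was 0.297 in replicate 1 (permutation test, p = 1e-05, the smallest that 100000 resamples can give) and 0.149 in replicate 2 (permutation test, p = 0.0086). The spans follow the paper's profile of these same sites, drawn from the same PARS data. These p-values are therefore not independent of that profile. The mean score after the site was -0.105 in replicate 1 and 0.009 in replicate 2, so it was negative in replicate 1 only. The mean score before the site was 0.193 and 0.158. The upstream score was higher at 41 sites and lower at 19, and the difference was 0 at 4 sites, which had no scored nucleotide in these spans. The difference was positive in both replicates at 35 sites and negative in both at 13. Across sites, the differences of the 2 replicates had a correlation of 0.88 (Spearman's rho 0.881). Adenines are included here, since they could not be left out without the sequence. The largest difference with the same sign in both replicates was at position 2743400 on the reverse strand of the MG1655 genome, in *rimM*, with 1.51. The upstream 8 nt there held 694 and 542 V1 reads against 31 and 24 A/T1 reads in replicates 1 and 2. The score after the site was 0.28 there and so not negative. By difference, position 2388534 in *nuoN* followed with 1.35 and position 2397080 in *nuoG* with 1.31, both on the reverse strand. The scores after these sites were -0.91 and -0.78. At the other end were position 1905470 in *cspC* with -1.11, position 3440310 in *rpsM* with -0.70, both on the reverse strand, and position 93136 in *ftsI* on the forward strand with -0.35. The span after that *ftsI* position lies within the span before another listed site, 93144, where the difference was 0.67. Spans of some other neighbouring sites overlap as well, so the sites are not all independent. A pseudocount of 0.1 rpM in place of 1 rpM moved the mean difference most, to 0.481 (permutation test, p = 8e-05). Averaging the sites of each gene first, an alternative added after the data had been seen, gave 0.189 over 48 genes (permutation test, p = 0.00033). From the higher scores before the site and the low scores after it, the paper concludes that a structured stretch precedes the unpaired target of RNase E.

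**Figure D2:**
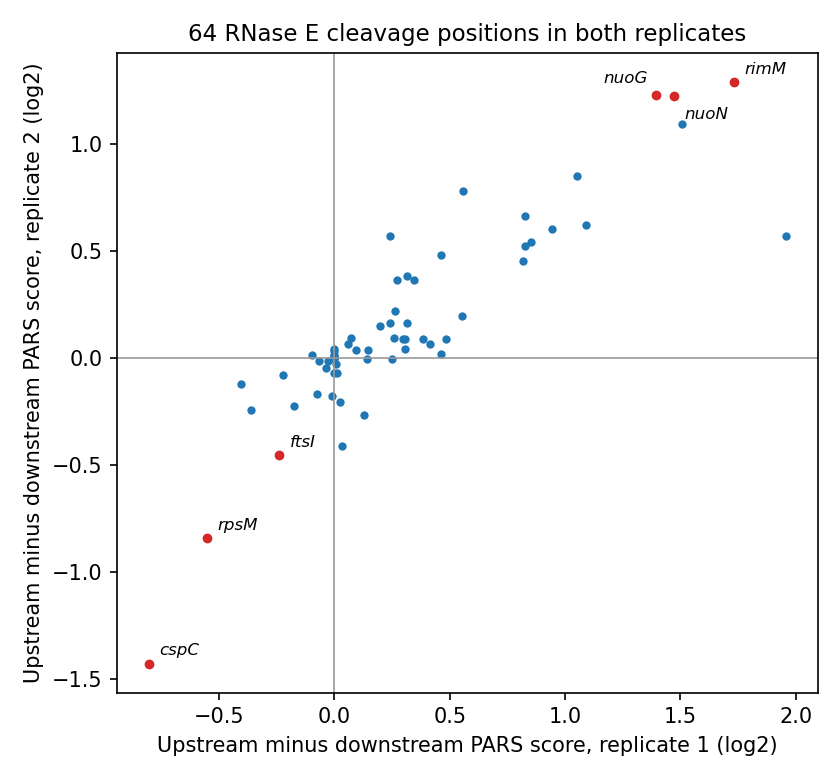
Upstream minus downstream PARS score (log2) of each of the 64 RNase E positions in replicate 1 (horizontal axis) and replicate 2 (vertical axis), each point 1 site, with the 6 sites named in the text labelled. The difference is positive in both replicates at 35 sites and negative in both at 13, and 4 sites lie at 0 in both.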

Also, this structural signature is common for all additional ~1,800 RNase E target sites. Furthermore, we analyzed the structural features of additional endonucleases which have been identified under RNase E-depleted conditions [41]. The target sites of other endonucleases bears no secondary structure upstream the cleavage site and thus significantly differ than that of RNase E (S6 Fig) implying that the structural signature of the RNase E target sites is of importance for its recognition. Notably, the target sites of all endonucleases lack a specific consensus sequence motif but are rather enriched in specific nucleotides (S6 Fig). This observation is consistent with mutational study of the unpaired RNase E cleavage site, which suggests that RNase E cleavage is affected by the extent of A and U rather than their order [29].

### Unstructured sequence upstream of the start codon is a general feature of *E*. *coli* genes

We detected a unique structural feature for the *E*. *coli* transcripts which is not present in yeast and human [6,11]: the region 7–12 nt upstream of the start codon is significantly more structured (mean value 0.17) than the average CDS (mean value 0.11, Fig 1C, marked with an arrow). A large fraction of genes in *E*. *coli* is initiated by Shine-Dalgarno (SD) sequence upstream of the start codon and its hybridization strength to the anti-SD of the 16S rRNA (3’-UCCUCCAC-5’) determines initiation fidelity. We computed the minimum hybridization free energy (MHE) between the anti-SD sequence and genes whose translation was initiated by SD which revealed four major groups (referred to as strong, medium, weak, and no SD groups, Fig 4A). [The complete list of all parameters plotted in Fig 4A is available on our webpage (http://www.chemie.uni-hamburg.de/bc/ignatova/tools-and-algorithms.html)]. A randomized sample of the same size displayed different MHE distribution (S7 Fig), implying the functional importance of different SD groups. Moreover, the four groups that are selected based on the strength of the SD:anti-SD pairing resemble previous definitions (which however use a threshold of *MHE* value of -4.4 kcal/mol to select for more stringent SD sequences) [42]. Note that we did not use any threshold and also included SDs with lower MHE (weak SD) that occur naturally, e.g., AAGG [43] with MHE of −2.9 kcal/mol.

**Fig 4:**
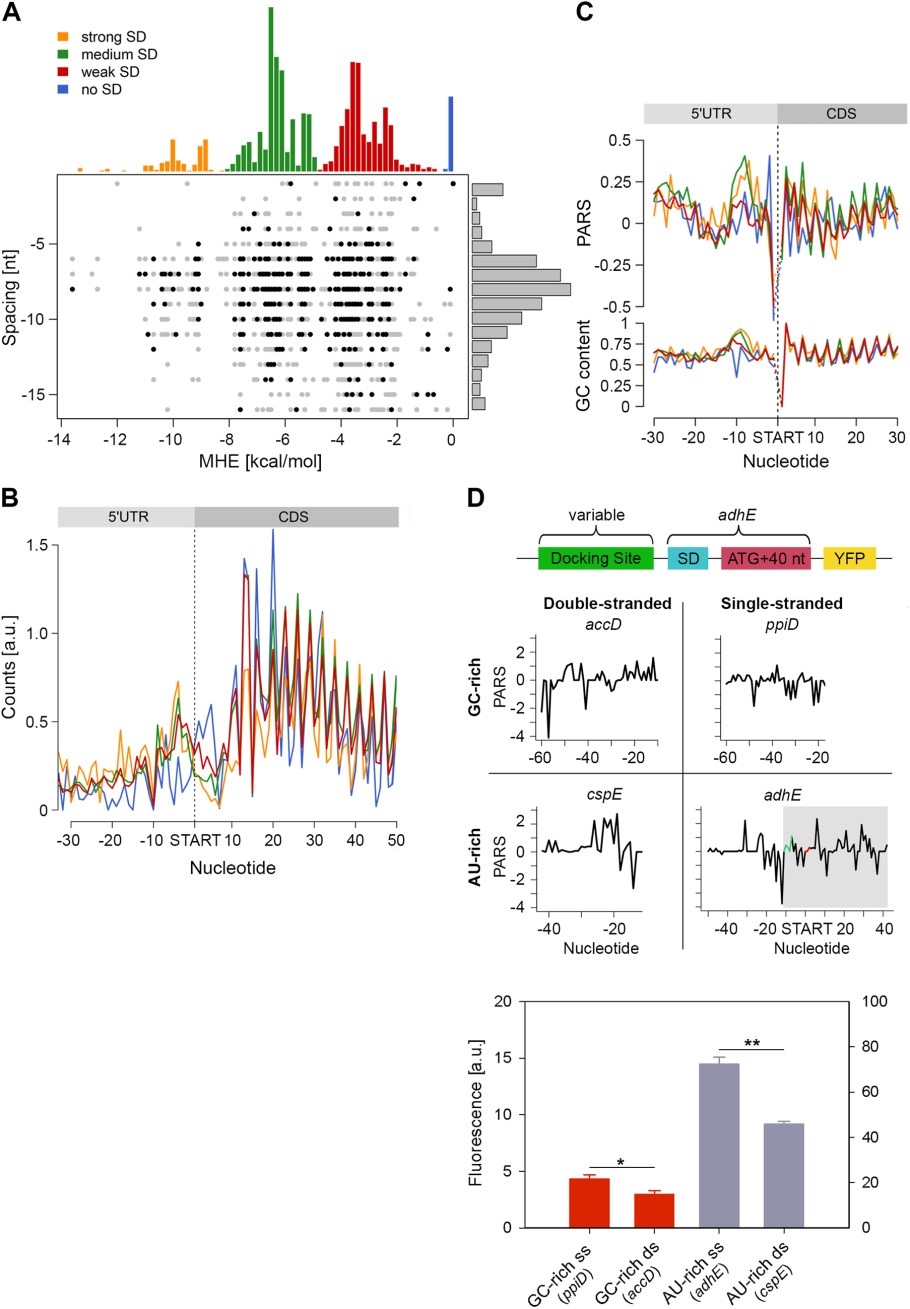
Stronger SD sequence has a higher propensity to form secondary structure which does not correlate with the translation efficiency. (A) SD strength does not correlate with translation efficiency (i.e. the total RPFs per coding mRNA) of a gene. SD hybridization energies fall into four major distributions: strong SD, MHE < -8.5 kcal/mol; medium SD, -8.5 < MHE < -4.4 kcal/mol; weak SD, -4.4 < MHE < -2 kcal/mol; no SD, MHE > -2.0 kcal/mol. For each gene (dot) the MHE (horizontal axis) of the SD sequence is plotted against SD spacing (vertical axis), defined as the distance between the second to last nucleotide of the SD and the start codon. Genes with the 30% highest ribosomal density are highlighted as black dots. (B) Cumulative plots of ribosomal density for all genes grouped by SD strength. Genes were aligned by the first nucleotide of the start codon. (C) Average PARS score smoothed over 3 nt (top) and GC content (bottom) for each position of the four SD strength classes, aligned by the start codon. The four different SD groups are color coded as in panel A. (D) FACS expression analysis of *adhE* whose original docking site was replaced by three other docking sites with clearly different sequence (AU-rich or GC-rich) and different PARS score. Only the sequence upstream of the SD (green on the PARS profiles) was replaced. The common part of *adhE* which is fused to YFP (schematic inset) is shadowed on the PARS profiles. The average PARS score over the docking site (12 to 30 nt upstream of the start codon, red on the PARS profiles are): *adhE*–-0.564, *ppiD*–-0.495, *cspE*–0.724, *accD*–0.665. Data are means (n = 3) ± standard error of the mean (s.e.m.). *, *P* <0.05; **, *P* <0.01.

In general, the GC content of each SD group mirrored the SD strength. SD:anti-SD base pairing is crucial to align the P-site of the ribosome on the start codon, hence the optimal spacing between the SD and the start codon is 7–8 nt [44,45] which we also detected independent of the strength of the SD (Fig 4A). To our surprise, we did not observe any correlation between SD strength and translation efficiency, which was determined by the density of ribosomes (RPF) per mRNA (Pearson correlation, *R* = 0.03, Fig 4A). Highly translated genes did not preferably cluster in any of the SD groups (Chi-square test: *p* = 0.3539, black symbols, Fig 4A). Notably, even some genes lacking an SD sequence were also highly translated (Fig 4A). We also noticed that for genes with strong and medium SD more RPFs accumulated in the SD vicinity (Fig 4B); these genes were slightly more structured in the SD vicinity than genes with weak SD or those lacking an SD, which is however mirrored in the GC content in this region (Fig 4C).

By analyzing the profiles of the gene groups with different SD strength, we noticed one striking feature: the region starting at ~20 nt upstream of the start codon is the most unstructured region within each gene (mean value of -0.06 for the region -22 to -13 nt, Fig 1C). Strikingly, this feature is not recapitulated by the GC content suggesting that it is not selected through A/U-rich sequences and may play active role in regulating translation initiation. Clearly, ribosomes attach to this unstructured site since we detected reads in the ribosome profiling data set at this location (Fig 4B). The ribosome binds in a biphasic-kinetics mode to some mRNAs and both phases have clear implications for the expression of the corresponding gene [46]. While the second transition in the kinetic curves represents the positioning of the anti-SD of 16S rRNA over the SD sequence, the role of first phase is unclear [46]. Usually multiphasic transitions suggest multiple binding events, thus we hypothesized that this unpaired region might represent an additional unspecific binding site of the 30S to facilitate its positioning over the SD. To examine the physiological importance of this unpaired site in expression of the encoded protein, we compared four different sites: AU-rich sequences with low (i.e. unstructured) and high (i.e. structured) PARS score and GC-rich sequences with low and high PARS score. Each site was fused to the first 50 nt of *adhE* (SD and first 42 nt of the CDS) upstream of the YFP. The resulting expression was quantified by flow cytometry (schematic in Fig 4D). Notably, constructs with less structured upstream regions resulted in higher expression than their more structured counterparts with similar sequence content (compare AU-rich with single- and double-stranded docking site—*adhE* vs *cspE*, or GC-rich with single- and double-stranded docking site—*ppiD* vs *accD*; Fig 4D). The variant with unpaired AU-rich region exhibited higher expression than the one with unpaired GC-rich sequence (compare *adhE* and *ppiD*, Fig 4D). In general, AU-rich single-stranded regions are less structured than GC-rich single-stranded regions, which correlates with the mean PARS score over this region (-30 –-12 nt upstream of the start codon); the mean PARS score of unpaired AU-rich *adhE* is -0.564 and of the GC-rich *ppiD* is -0.495 (Fig 4D). The *adhE* gene exhibited the highest expression, which might be argued that it due to using part of *adhE* as an invariable backbone in our constructs (schematic Fig 4D). To exclude this argument, we replaced the invariable *adhE* part with a fragment of the same size originating from *ppiD* (SD and first 42 nt of the CDS, S7 Fig). Replacing the original *ppiD* region upstream of the SD with the most unstructured sequence of *adhE* enhanced the expression by twofold (S7 Fig).

In sum, our results feature the poorly structured region at ~20 nt upstream of the start codon as an additional binding site of the ribosome distinct from SD binding, and its secondary structure propensity correlates with the expression of the downstream CDS.

### Higher secondary structure upstream of the stop codon has a likely role in termination

In the metagenome analysis we noticed that the region upstream of the stop codon is more structured than the average PARS score of the CDS and 3’-UTR, whereas a GC content of this region does not significantly differ from the average CG content of the CDS (Fig 1C). Genes terminated with the UAA codon exhibited the highest propensity to form secondary structures in the 3’-termini of the CDS (*p* = 2.2*10^−16^, Mann-Whitney test, Fig 5A). Notably, we observed an enrichment of RPF reads ~10–30 nt upstream of the UAA-termination codon (*p* = 6.94*10^−6^, Mann-Whitney test) suggesting a persistent secondary structure (Fig 5B).

**Fig 5:**
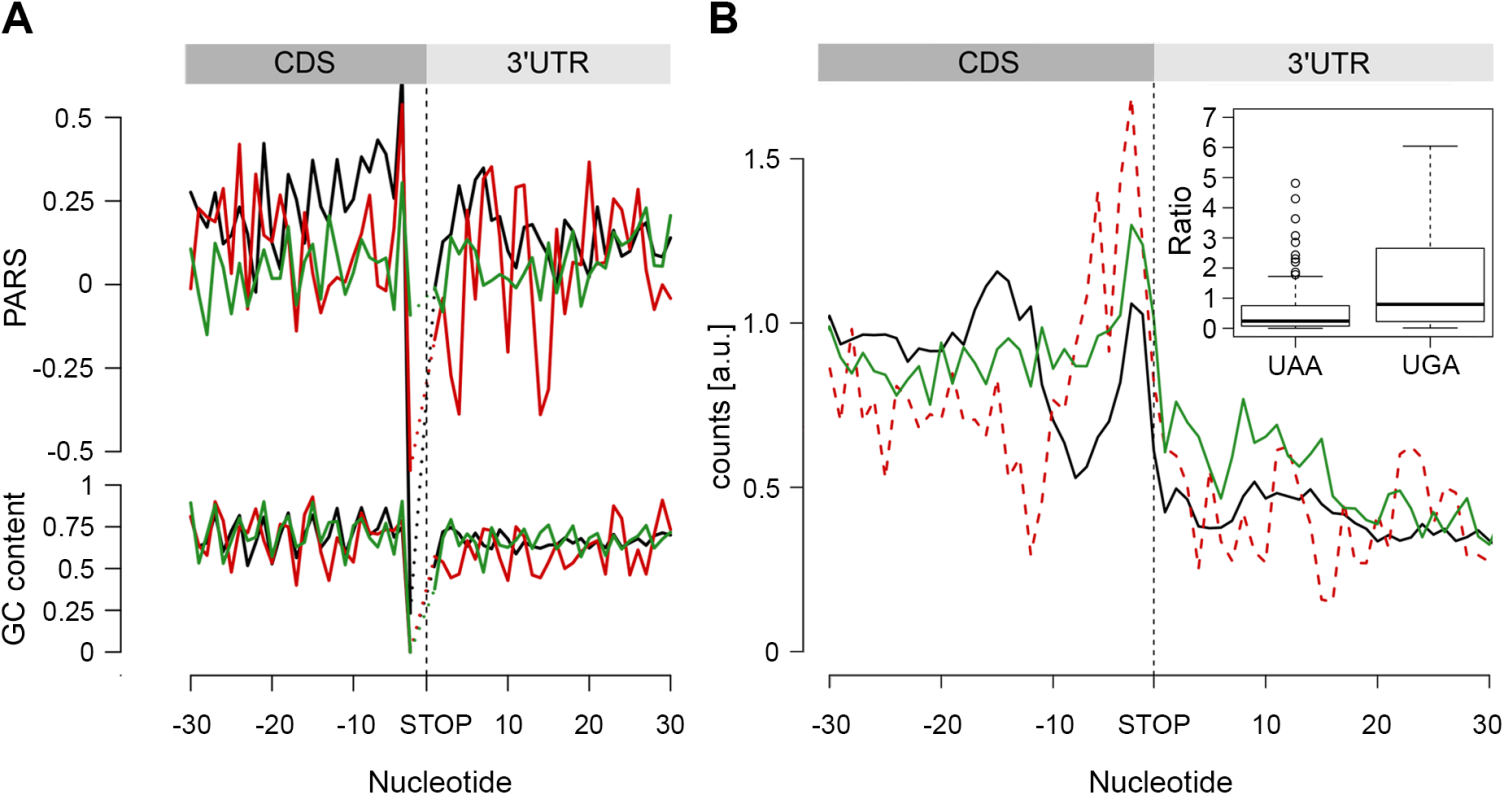
The stop codon of operon genes is more structured than non-operon genes. (A) Average PARS score and GC content for each position of genes terminating with UAA (black), UAG (red) and UGA (green) stop codons. (B) RPF coverage around the stop codon region for genes terminated by UAA (black), UAG (dashed red) and UGA (green) stop codons. Only genes with coverage over 60 reads (S4D Fig) were used; overlapping operon genes were excluded. Note, that UAG-terminated genes are included only for comparison; their low number prevents performing any statistical analysis. The inset shows, for both UAA- and UAG-terminated genes, the ratio between the RPFs downstream of the stop codon (3 to27 nt) and a mean of the CDS. The readthrough value for the majority of the genes was zero; only genes with a value higher than zero are plotted.

In *E*. *coli*, a large fraction (53%) of protein-coding genes is organized as polycistronic mRNAs in operons to facilitate the association and physical interactions of functionally related proteins. The SD sequence of an overlapping or a closely positioned downstream gene (S8 Fig) may influence our analysis, resulting in an apparent higher structure in the 3’ vicinity of the upstream gene. Thus, we next separately analyzed the secondary structure upstream of the stop codon of protein-coding genes organized in operons from those in non-operons; the operon group is additionally divided in two groups: non-overlapping, with a distance of ≥ 30 nt from the downstream gene, and overlapping, with a downstream gene located < 30 nt to the upstream gene. Only UAA-terminated genes showed increased PARS score (*p* = 0.00023 for non-overlapping, *p* = 3.2*10^−10^ for overlapping, *p* = 4.07*10^−5^ for non-operon, Mann-Whitney test, S8 Fig) in the 3’ vicinity of the coding sequence and this feature is not mirrored by the GC content. Also, the frequency of the three stop codons (UAA, UAG and UGA) is similar for all gene groups and resembles stop codon usage in the genome (S8 Fig).

We hypothesized that secondary structure upstream of the stop codon may influence the termination fidelity of the UAA-terminated genes. Additional in-frame stop codons may act as safeguards against leaky termination. We reasoned that if the structure in the vicinity of the UAA stop codon influences termination, those genes would show lower frequency of ribosomes in the 3’-UTR. We analyzed the ribosome occupancy downstream of the UAA- and UGA-terminated genes (considering it in general as a readthrough). Overlapping genes were excluded from this analysis as ribosomes terminating the upstream gene cannot be unambiguously distinguished from ribosomes initiating the downstream gene. Strikingly, we observed a low but significant fraction of RPF reads downstream of the UGA stop codon while RPF reads in the 3’ UTR of the UAA-terminated genes were nearly not detectable (Fig 5B). This phenomenon occurred in the background of a similar distribution of additional in-frame stop codons downstream of all terminating codons: UAA–10.7%, UGA–8.7% and UAG–7.4%. Together, this analysis suggests that structure upstream of the stop codon may enhance the termination fidelity of the UAA-codon terminated genes.

## Discussion

We provide a comprehensive analysis of the intrinsic structure propensity of the *E*. *coli* mRNAome, which combined with physiological analysis, identifies structural features implicated in the regulation of translation efficiency in *E*. *coli*. These include a universal unstructured site at ~20 nt upstream of the start codon, which we postulate to serve as a non-specific docking of the 30S ribosomal subunit; this site differs from the SD:anti-SD binding site. Within the CDSs, we identified a small set of persisting structured regions that transiently stall the ribosomes and may regulate protein integration into the membrane. On a global level, however, the secondary structure of the CDS has no effect on translation elongation *in vivo*, highlighting the importance of energy-dependent processes (for example ATP-dependent helicases, ribosomes) or passive elements (for example single-stranded RNA binding proteins) in regulating mRNA structures in the cell [8]. Moreover, the propensity of CDSs to form secondary structure is counterbalanced by selection of codons that pair to high-abundance tRNAs which in general smooths the overall translation speed [21]. For the majority of *E*. *coli* transcripts, translation is initiated by complementation of the anti-SD of the 30S subunit with the SD sequence upstream of the start codon. Our analysis reveals that SD sequences are often occluded in secondary structures with a highly dynamic reversible folding/unfolding kinetics on a microsecond time scale [4,47]. Thermodynamically, for an anti-SD to outcompete such a secondary structure the 30S subunit needs to be already in the close vicinity of the SD. Although in the current analysis neither ribosome profiling nor PARS analysis bear kinetic information or can reveal a sequence of binding events, we envision that the unfolded site upstream of the SD sequence may act as a primary unspecific docking site of the 30S subunit to enable interactions with the SD sequence within its unfolding window. Supportive for our model is the observed biphasic kinetics of ribosome binding to some mRNAs with an unclear first phase and a second owing to anti-SD:SD interactions [46]. Also, current approaches to predict translational rates based only on SD strength fail to accurately account for known differences in translation initiation rates [48]. Our expression analysis convincingly shows that the unstructured site at ~20 nt influences translation of the downstream CDS and the expression level correlates with the degree of its unfolding. The global genome-wide analysis features this unstructured region upstream of the start codon as the most unfolded structure in the *E*. *coli* genome but its size seems smaller than the 30S subunit (Fig 1C). The contacts with the mRNA might be established by the essential S1 protein, which is the only ribosomal protein with an mRNA-binding affinity. Furthermore, S1 protein, which is essential for unfolding of structured SD [49], attaches to mRNA 11 nt upstream of the SD [50] which is approximately the position of the unpaired region.

We also observed an enrichment of ribosomes upstream of a persistent secondary structure which is found ~4–8 nt 5’-adjacent of the UAA stop codon. Previous research on termination regulation provides appropriate context for the interpretation of these results. The efficiency of translation termination (or conversely, the rate of termination suppression) is sensitive to the 5’ and 3’ sequence in immediate proximity of the stop codon [51]. Moreover, the nature of the corresponding codon (i.e. nucleotides 4–6) upstream of the stop codon plays an important role in the efficiency of termination [52]. Systematic exchange of different codons prior the stop codon evidence the highest termination efficiency by those encoding bulky amino acids, in the absence of a broader sequence motif. Interactions of the bulky residues of the nascent peptide with the ribosomal tunnel are suggested to slow down terminating ribosome prior to termination which enhances the termination fidelity [52]. The accurate positioning of the A-site over the stop codon determines the accuracy in termination and suppresses readthrough: A-rich sequences preceding the stop codons distort the ribosomes in the P-site which alters the stop-codon decoding in the A-site [53]. In comparison, our analysis features a persistent mRNA secondary structure upstream of the UAA stop codon which is not encoded by a universal sequence motif but is similarly responsible for a ribosomal slowdown. By drawing an analogy to these studies, we suggest that the secondary structure upstream of the UAA stop codon slows down the elongating ribosome which may assist the accurate positioning of the ribosomal A-site for accurate decoding of the UAA stop codon.

Another striking aspect of our analysis is the identification of a global signature of RNase E cleavage site. Earlier single-gene studies proposed the importance of secondary structures 5’ upstream of the single-stranded cleavage site [28–30,54]. Our analysis corroborates those observations and features a structured region upstream of the A/U rich unpaired site as common signature of RNase E cleavage sites on a transcriptome-wide scale. This signature can be reconciled with the RNase E crystal structure: while a single-stranded segment only fits in the shallow channel leading to the RNase E active site [54], the internal flexibility of the quaternary structure [55] can clearly accommodate secondary mRNA structures. The latter significantly shortens the distance between the cleavage site and 5’ terminus and may explain how distant 5’ termini of the mRNA facilitate catalysis [54].

In summary, our approach of structurally probing bacterial mRNA *in vitro* with PARS, complemented with RNA-Seq and ribosome profiling, reveals structural features of importance for a variety of cellular processes. Although coding mRNA sequences show a frequent intrinsic propensity to form secondary structure, only a small fraction influences translation fidelity *in vivo*. Our combined approach features the importance of applying a variety of techniques to unambiguously evaluate structure-function relationships in physiological context.

## Methods

### RNA structural probing by deep sequencing

The *E*. *coli* MC4100 strain was cultured at 37°C to mid-log phase (OD_600_ ~ 0.4) in LB media. Total RNA was extracted using TRIzol reagent (Invitrogen) and the sample was enriched in mRNA by depleting small RNAs with GeneJET RNA Purification Kit (Fermentas) and ribosomal RNA with two cycle of MICROBExpress Bacterial mRNA Enrichment Kit (Ambion) which reduces the amount of rRNA to appr. 25% of the total sequencing reads. To probe the RNA structure, two μg of enriched mRNA were resuspended in 45 μl of DEPC water and denatured for 3 min at 95°C, refolded at 37°C, combined with 10x RNA-structure buffer with pH 7.0 (100 mM Tris, 1 M KCl, 100 mM MgCl_2_) and digested for 1 min at 37°C with either 0.05 U RNase V1 (Life Technologies) or a combination of 2 μg RNase A and 5 U RNase T1 (Thermo Scientific). The reaction was stopped by extracting the RNA with phenol-chlorophorm. RNases A/T1 were preferred as they exhibit a stable activity at pH 7.0 [56] compared to nuclease S1 which has a pH optimum ~5.0 and aberrant activity at pH 7.0. At pH 7.0, high concentrations of nuclease S1 are required; however at such high concentrations S1 also digests double-stranded regions [57]. The nucleolytic reaction was stopped by extracting the RNA with phenol-chlorophorm. The RNase A/T1-digested sample was phosphorylated with T4 PNK (NEB) and purified with RNA Clean & Concentrator kit (Zymo Research). Both the V1 and A/T1 digested samples were randomly fragmented in buffer with pH 9.2 (100 mM Na_2_CO_3_, 2 mM EDTA) for 12 min at 95°C. The reaction was stopped by adding 560 μl 300 mM NaOAc, pH 5.5, followed by isopropanol precipitation. RNA size selection and generation of the cDNA libraries were performed as described [26].

### Ribosome profiling

To isolate mRNA-bound ribosome complexes and extract the RPFs we used a previously described approach [58] with some modifications. For the isolation of RPFs, an aliquot of 100 A_260_ units of ribosome-bound mRNA fraction (prior to ultracentrifugation in the sucrose gradients) was subjected to nucleolytic digestion with 10 units/μl micrococcal nuclease (Fermentas) for 10 min at room temperature in buffer with pH 9.2 (10 mM Tris pH 11 containing 50 mM NH_4_Cl, 10 mM MgCl_2_, 0.2% triton X-100, 100 μg/ml chloramphenicol and 20 mM CaCl_2_). The monosomal fraction was separated by sucrose density gradient (15–50% w/v). The total RNA was isolated from monosomes using the hot SDS/phenol method. Micrococcal nuclease also cleaved rRNA into fragments with a size similar to the RPFs. The sample was enriched predominantly in one rRNA fragment which was removed by subtractive hybridization at 70^0^ C using a 5’-biotin-5’-GCCTCGTCATCACGCCTCAGCC-3’. DNA oligonucleotide along with μMACS Streptavidin Kit (Myltenyi Biotec) to remove the biotin-labeled DNA/rRNA hybrids. Both randomly fragmented mRNAs and RPFs extracted from monosomes were denatured for 2 min at 80°C, and 3’-dephosphorylated with T4 polynucleotide kinase (NEB) for 90 min at 37°C in the corresponding buffer without ATP (NEB). RNA was precipitated by standard methods. Subsequently, 20-35-nt RNA fragments were size selected on a denaturing 15% polyacrylamide gel stained with SYBR Green II (Invitrogen) using 10-100-nt leader (Affymetrix) as a standard. The gel was extracted, precipitated and resuspended in DEPC water.

### Random mRNA fragmentation and cDNA libraries

To generate the RNA-Seq sample to which the ribosome profiling data are compared, 20 μl of the enriched mRNA (as described above) was mixed with equal volume of 2x alkaline fragmentation solution (2 mM EDTA and 100 mM Na_2_CO_3_ pH 9.2) and incubated for 40 min at 95°C. The reaction was stopped by adding 560 μl 300 mM NaOAc pH 5.5, followed by isopropanol precipitation. The optimal time for fragmentation of mRNA was determined using GAPDH mRNA (0.25 μg; Fermentas) and the spectra were recorded with BioAnalyzer (Agilent RNA 6000 Kit).

The cDNA libraries from RPFs and fragmented mRNAs were prepared using a modified protocol for miRNA [59] which yielded much higher resolution and allowed for calculation of the position of the ribosomes with codon precision (S4 Fig). Gel-purified RNA fragments were dissolved in 10 mM Tris pH 8.0 and used for the preparation of the cDNA library via direct adapter ligation [59] including some additional steps. As both mRNA fragments and RPFs were hydroxylated at their 5’- and 3’-termini, after the ligation of the adapter to the 3’-end, the fragments were 5’-phosphorylated with T4 polynucleotide kinase in ATP-containing buffer (NEB) for 30 min at 37°C followed by the adaptor ligation at the 5’-termini. The fragments with adaptors at both termini were size selected on a denaturing 15% polyacrylamide gel, extracted and reverse transcribed with RevertAid H Minus Reverse Transcriptase (Fermentas) using 5’-CAAGCAGAAGACGGCATACGA-3’ primer and PCR-amplified with *Pfu* DNA Polymerase (Fermentas) for 10 to 20 cycles. The PCR amplified DNA library was quantified with BioAnalyzer (Agilent DNA 1000 Kit) and sequenced on the Illumina GAIIx platform.

### Mapping of the sequencing reads

Sequenced reads were quality trimmed using *fastx-toolkit* (0.0.13.2; quality threshold: 20) and sequencing adapters were cut using *cutadapt* (1.2.1; minimal overlap: 1 nt) discarding reads shorter than 12 nucleotides. Processed reads were mapped to the *E*. *coli* genome (strain MG1655, version U00096.2, downloaded from NCBI) using Bowtie (0.12.9) allowing a maximum of two mismatches for the RNA-Seq and ribosome profiling data and a maximum of three mismatches for the PARS data. Strain MC4100 is a derivative of MG1655 with four major deletions [60]

The number of raw reads unambiguously aligned to ORFs in both RNA-Seq and ribosome profiling data sets, from two biological and one technical replicates were used to generate gene read counts, by counting the number of reads whose middle nucleotide (for even read length the nucleotide 5' of the mid-position) fell in the CDS. Gene read counts were normalized by the length of the unique CDS per kilobase (rpkM) and the total mapped reads per million (rpM) [27]. In this mapping round, reads aligning to rRNA and tRNA genes were excluded since a large fraction of them map non-uniquely due to the multiple copies of those genes. Mapping of 5S and 16S RNA was done separately allowing no mismatches to only one copy of the rRNA reference sequence.

### Computing the PARS score

The first nucleotide of the mapped reads from V1 or A/T1 digested samples, each derived from two biological replicates, was assigned to a nucleotide position in the genome and the counts were normalized to the sequencing depth. For each position, we computed the PARS score which is defined as the log_2_ of the ratio between the number of reads per million (rpM) from the V1-treated and the A/T1-treated samples (to each we added a small number 1, to avoid division by zero and to reduce the potential overestimating of low-coverage bases [6]). RNase A hydrolyzes at single-stranded C and U nucleotides and RNase T1 at single-stranded G nucleotides, thus we excluded all adenines from the analyses. In addition, zero PARS score may result at positions with the same count values for A/T1 and V1 digestion, which are usually located in regions with highly flexible structure. As a minimum PARS coverage per transcript we used a threshold of 1.0 per transcript length (S1 Fig) termed transcript load [6] which is defined as the sum of combined PARS readouts of the biological replicates per transcript divided by the effective transcript length (that is the annotated transcript length minus the number of unmappable nucleotides); the same threshold was used in yeast PARS analysis named as load of a transcript [6]. For the cumulative plots, all genes were aligned either to the start or the stop codon and for each position the mean of the PARS score of the two biological replicates was calculated. The GC content was calculated considering only the non-zero PARS score entries.

Periodicity of average PARS score in the CDSs and 5’UTR and 3’UTR was analyzed by Discrete Fourier transform (S3 Fig). The following regions were analyzed: over 10 to 99 nt downstream of the start codon, 99 to10 nt upstream of the stop codon (i.e. excluding possible influences of the initiation and termination codons but keeping the translation reading frame) for the CDSs, and 50 to 11 nt upstream of the start codon or downstream of the stop codon for the 5’UTR and 3’UTR, respectively. The periodicity for each of the three nucleotides in a codon was calculated also over the same region of the CDSs (S3 Fig).

### Modeling the sampling error between biological replicates

To select a reliable minimum of read counts per gene and to assess the influence of counting noise, we computed the binomial partitioning of total counts between two independent biological replicates [26] of the RNA-Seq and ribosome profiling from bacteria grown in LB. Genes were binned logarithmically based on the total number of their reads. The standard deviation of the ratio (repl#1/(repl#1 + repl#2)) across each bin was computed as a function of the mean sum of reads in each bin. In addition, a constant variance was added to the theoretical predictions accounting for other sources of error, yielding:

$$\sqrt{\frac{p(1-p)}{n}+s^{2}}$$ (1)

where *p* represents the probability to assign a read to replicate #1, *n* is the total number of sequencing reads from replicate #1 and replicate #2 and *s* was obtained by fitting Eq 1 to the data (S4 Fig).

### Detection of RPF enrichment upstream of secondary structures

To determine positions whose secondary structure may influence elongation we used two approaches: CDS were systematically screened for double-stranded stretches (1) with a window of 10 nt containing 4 to 8 structured nt (i.e. with positive PARS score), or (2) using the mean PARS score within a window with different size (10 or 20 nt) (S5 Fig). A 10-nt-window with 6 structured nt delivered the best result considering the number of the selected positions (908 positions, S5 Fig) and was chosen in the analysis.

To define RPF enrichment upstream of a selected secondary structure (L_1_), the RPF counts over 29 nt upstream of the double-stranded stretch (RPF1) were compared to the RPF counts over 29 nt (1st-30th nt) downstream (L_2_) of the detected stretch (RPF2). Read counts were normalized by the total number of reads for the whole region [61]:

$$L_{1}=\frac{RPF_{1}}{RPF_{1}+RPF_{2}}$$ (2)

$$L_{2}=\frac{RPF_{2}}{RPF_{1}+RPF_{2}}$$ (3)

### Determination of codon periodicity in the RPF and RNA-Seq data sets

Reads with length of 23–25 nt which were unambiguously mapped to the 1000 most expressed genes were combined for the RNA-Seq or ribosome profiling and binned by their length. To compute the codon periodicity in the RNA-Seq and ribosome profiling data sets, we used the reads mapped to the 3’-ends of the corresponding ORFs which were positioned at one of the three stop codons (UAG, UAA and UGA).

### Detection of SD sequences

For all annotated genes, the MHE was calculated between sequences 1–25 nt upstream of the start codon and anti-SD sequence (3’-UCCUCCAC-5’) using *RNAsubopt* (2.1.5; default parameters) from the *Vienna RNA Package* [62]. For each 8mer, the calculated MHE was assigned to the 8^th^ base as described [63] and the minimum of the calculated MHE of all 8mers was taken as an identifier for the SD sequence and used to determine the corresponding spacing. To designate different SD groups based on their MHE we used a randomization control. The random sample was created in two different ways: (1) by generating all possible random 8-mer sequences (65,536 sequences) or (2) by choosing each nucleotide randomly within the 8-mer (444,000 sequences). For both randomized groups we received similar results. For comparison to the natural SD, 4,400 random sequences were selected which resemble the *E*. *coli* gene number in S7 Fig.

### Footprint analysis with fluorescently-labeled mRNA

*In vitro* transcribed RNA of *ppiC* was 3’ end-labeled with 10 μM pCp-Cy3 (Jena Bioscience) using 15 U T4 Ligase 1 (NEB). 2 μg of fluorescently-labeled RNA was structure probed with 0.05 U of RNase V1 (Ambion) or with a dilution 1:7000 of combined RNase A/T1 (Thermo Scientific), in conditions identical to the PARS experiment. The digestion was stopped with phenol chlorophorm extraction, precipitated overnight at 4°C and resuspended in 10 μl of 2x RNA Loading Dye (Thermo Scientific). In parallel, a ddNTP-Sanger sequencing PCR reaction was performed using 20 pmol of a 3’-fluorescently(Cy3)-labeled primer, in the presence of 400 ng of DNA template, 10 μM dNTPs, 1.25 U Pfu DNA Polymerase (Thermo Scientific), Pfu Polymerase Buffer and 1 mM of each ddNTP. PCR was performed according to the manufacturer instructions in a volume of 15 μl. After addition of 2x RNA Loading Dye, all samples were boiled for 3 min at 95°C and loaded on a 6% PA, 1x TBE, 7M UREA gel (50x40 cm), already pre-run for 30 min at 50W. The gel was then run for 3 h at 50W and the fluorescence was detected using a fluorescent gel imager.

### Expression analysis

In each biological replicate, cells were grown in LB medium till OD_600_ = 0.5 and induced with 1 mM IPTG for 90 minutes. The median expression of the YFP-fused constructs was quantified in a population of approximately 10^5^ cells by flow cytometry on a FACSCalibur (BD Bioscience). The forward (fcs) and sideward (ssc) scatter was recorded at each measurement and the data were processed by Flowing software 2. The values were normalized to the autofluorescence background of untransformed cells transformed.

### Quantitative RT-PCR

Total mRNA was extracted using the GeneJET RNA Purification Kit (Fermentas) and treated with DNase I (Fermentas). The cDNA was synthesized with RevertAid H Minus Reverse Transcriptase (Fermentas) and quantitative RT-PCR was performed on a StepOnePlus Real-Time PCR system (Applied Biosystems) using template-specific primers. The values were normalized to the amount of the total RNA.

### Statistical analysis

All data analyses were performed with in-house algorithms in Pearl and R. Differences between the distributions were assessed for significance by a nonparametric Mann-Whitney test, and enrichment of RPF was assessed by a Kolmogorov-Smirnov test. Note that we used Mann-Whitney U test, also called Wilcoxon rank-sum test, which is suitable for unpaired data for which no normal distribution can be assumed. To determine codon periodicity, Kullback-Leibler divergence was used to measure the deviation of the observed distribution of the 3’-end of the mapped read from a uniform distribution. Differences in the expression (FACS experiments) were evaluated using two-tailed Student’s *t*-test. Differences were considered statistically significant when *P*< 0.05.

### Data access

All sequencing data files are available from Gene Express Omnibus database, GSE63817.

## Supporting Information

S1 Fig Reproducibility of the PARS results. Pearson correlation between the log_2_ of read coverage for each transcript with load >1 (see panel E) digested by RNase V1 (A) or RNases A/T1 (B) in the two biological replicates. (C) Reproducibility of the PARS score for each nucleotide. To reduce the crowding in the plot, only 200000 randomly selected nucleotides were plotted. (D) Single gene example on the reproducibility of the various sequencing data. (E) Number of transcripts as a function of the transcript load [6], i.e. the PARS readouts from the merged biological replicates divided by the effective transcript length (that is the annotated transcript length minus the number of unmappable nucleotides). A threshold of 1 (vertical dashed line) was selected as also used previously for yeast PARS data [6]. (F) Footprint analysis of fluorescently-labeled *ppiC* mRNA digested with 0.05 U (lane 1) or 0.01 U (lane 2) RNase V1 compared to undigested mRNA (lane 3). The RNase V1-digestion pattern mirrors the V1 sequencing counts. The graphic insert represents an exemplary comparison between the intensity of the bands (gray bars) from designated area from the gel (horizontal lines between 207–234 nt) and the counts for the same gene obtained from the deep sequencing of the RNase V1 digested sample. The sequence derived from the Sanger sequencing (included next to the gel) is complementary to that in the plot.
(TIF) Click here for additional data file.

S2 Fig Correlation between the PARS score and transcripts with known secondary structure. The PARS score was overlaid with the determined with OmpF [65], 5S rRNA [66] and 16S rRNA structure. The color intensity of the nucleotides reflects the PARS scores (rainbow legend). For more details on the PARS-based colorcoding see the legend to Fig 1B. For 16S rRNA, PARS score was overlaid with the determined structure. Solvent exposed helices were selected from the crystal structure [67,68] and overlaid with the experimentally determined PARS values. The solvent-exposed regions are cleaved first and this first phase of nucleolysis reports on the native structure allowing for more conservative PARS analysis. Nucleotides 60–107 –helix 6; nt 116–239 –helix 7 to 10; nt 572–880 –helix 20 to 26; nt 1236–133 –helices 41 and 42; nt 1397–1542–44 and 45. The color intensity of the 16S rRNA nucleotides reflects the magnitude of the PARS scores.
(TIF) Click here for additional data file.

S3 Fig Periodicity in the structure of the *E*. *coli* CDSs. (A) Discrete Fourier transform analysis. Analyses were performed with the average PARS score over 10 to 99 nt downstream of the start codon, 99 to10 nt upstream of the stop codon for the CDSs, and 50 to 11 nt upstream of the start codon or downstream of the stop codon for the 5’UTR and 3’UTR, respectively. (B) Average PARS score for each of the three nucleotides of a codon, averaged across all codons.
(TIF) Click here for additional data file.

S4 Fig Reproducibility and variability analysis of the RNA-Seq and Ribo-Seq. (A, B) Reproducibility of randomly fragmented mRNAs (A) and RPFs (B) of two biological replicates. The Pearson correlation coefficients, calculated between the log_2_ of the read coverage for each transcript with counts > 60 (see panel C, D) indicate that the RiboSeq and RNA-Seq analyses are highly reproducible. (C, D) Variability analysis of counting statistics on the error in quantification of RNA-Seq (C) and ribosome profiling (D). The two independent biological and technical mRNA (A) and RPF (B) replicates were used to estimate the biological variation compared to the technical one. The technical replicates are dominated by counting noise, thus s = 0 (Eq 1). 

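Between RNA-Seq replicate 1 and its technical replicate, fitting Eq 1 to the spread of the shares in 15 bins of total reads gave s = 0.0015. Over the 2939 windows of 1000 nt with more than 60 reads in each, the mean chi-square per window was 0.988, where sampling noise alone gives 1. Over the 3054 windows with more than 120 total reads, replicate 1 held a mean share of 0.502 ± 0.026 (SD over windows).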

A threshold of 120 total counts (i.e., 60 counts for each replicate) was chosen as for total reads >120 the variability approached the infinite-counts asymptote and the contribution of the counting statistics was little. 

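Eq 1 was fitted to 1000-nt windows in place of genes, binned by powers of 2 of their total reads. For RNA-Seq the mean share of replicate 1 over the 3048 windows with more than 120 total reads was 0.491 ± 0.125 (SD over windows), and the fit over 14 bins gave s = 0.121. For the RPFs the mean share was 0.577 ± 0.132 (SD over 4055 windows), and the fit over 16 bins gave s = 0.116.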

For the RNA-Seq data set the fitting parameters are *p* = 0.47 and s = 0.16, and for the RPF data set are *p* = 0.58 and s = 0.15. By setting a threshold to 60 reads both in mRNA-Seq and RPF-analysis, the technical error is smaller than 5% of the biological variation. 

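Of the 9280 windows of 1000 nt, 2337 had more than 60 RNA-Seq reads and more than 60 RPF reads in each biological replicate together with a load of at least 1. With more than 120 reads in place of 60 the number was 1892.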

In total, 1.955 genes have >60 mRNA and RPF reads and have PARS over the selected threshold of 1 (S1 Fig).
(TIF) Click here for additional data file.

S5 Fig Defining structured mRNA regions within the CDSs. (A) The search is performed by varying the number of structured nucleotides (i.e. with positive PARS score) within a window of 10 nt. The numbers in brackets denote the number of 80^th^ percentile positions within the whole set of detected structured positions. (B) The search is performed using the mean PARS score within a variable window (10 or 20 nt) under the restriction that within a window at least 5 nt (5 out of 10 nt or 5 out 20 nt) or 10 nt (10 out of 20 nt) have a PARS score different than zero. Note that this approach also cannot select for a minimal threshold PARS score over which the L_1_/L_2_ ratio becomes significant. PARS score gives the propensity of each nucleotide to partition between single or double stranded structure, therefore this propensity differs from the gain of energy which is determined by the type of nucleotide, the context and other factors. (C) Distance of the last residue of a transmembrane helix and the first nucleotide of a detected secondary structure which causes ribosomal stalling. The transmembrane helices of membrane proteins with structure-induced ribosome accumulation were predicted with www.cbs.dtu.dk/services/TMHMM/. Note that for *nanT* two structured regions were detected; the upper one reports on the structured region detected at 1234 nt. aa, amino acid.
(TIF) Click here for additional data file.

S6 Fig Structure of the RNase E target sites. (A) The structural signature of the RNase E target sites differ significantly from that of other endonucleases (-8 to +2 nt, *p* = 0.0066, Mann-Whitney test). Average PARS score (top) and GC content (bottom) for each position around all identified ~1,800 RNase E cleavage sites (solid line) and additional ~5000 endonucleolytic sites (dashed line) detected under RNase E-depleted conditions [41]. (B) Frequency of the nucleotides around the RNase E cleavage site or other endonucleases whose PARS plot is shown in A.
(TIF) Click here for additional data file.

S7 Fig The structure propensity of the sequence upstream of SD correlates with expression. (A) Randomization of SD sequences. The MHE of paring randomized sequences (gray) with the anti-SD of the 16s rRNA is compared to the MHE distributions of naturally occurring SDs (Fig 4A). The fully randomized sample of all possible variations of randomized sequences of 8-nt length was ~65,000, however only 4,400 randomly chosen sequences (gray) are plotted to match the number of *E*. *coli* ORFs. The smoothed lines represent kernel density estimation (right y-axis). Color coding of the naturally occurring *E*. *coli* SD sequences is in Fig 4A. (B) FACS expression analysis of *ppiD* whose original sequence upstream of the SD (schematic) was replaced by that of *adhE* which has clearly different PARS score (*adhE*–-0.564, *ppiD*–-0.495). Data are means (n = 3) ± standard error of the mean (s.e.m.).**, *P* <0.01.
(TIF) Click here for additional data file.

S8 Fig Stop codon distributions and secondary structure of different gene groups. (A) Examples of genes organized in operons containing overlapping genes (upper panel) or non-overlapping (bottom panel) genes. RPF counts are plotted against the nucleotide position of operons. The gray vertical lines denote the boundaries of each ORF; the distance between the ORFs is given in nt in the schematic below the RPF-coverage profile. Negative numbers denote overlapping ORFs. (B) Average PARS score and GC content around the stop codon of different gene groups terminated with UAA (black), UAG (red) and UGA (green) stop codons. (C) Frequency of the three stop codons in different gene groups. UAA (black), UGA (green) and UAG (red).
(TIF) Click here for additional data file.

S1 Table List of genes with identified ribosomal stalling induced by mRNA secondary structure. Green, membrane proteins; blue, ribosomal proteins; orange, cytosolic proteins.
(DOCX) Click here for additional data file.

S2 Table List of the 64 RNase E cleavage positions. Positions denote the gene coordinates in the *E*. *coli* chromosome on either the forward (fwd) or reverse (rvs) strand.
(DOCX) Click here for additional data file.

# Supplementary material for: Secondary Structure across the Bacterial Transcriptome Reveals Versatile Roles in mRNA Regulation and Function
**Source:** PLoS Genet. 2015 Oct 23;11(10):e1005613. doi: 10.1371/journal.pgen.1005613
**Supplement:** S1 Table — Green, membrane proteins; blue, ribosomal proteins; orange, cytosolic proteins.

**Table S1. List of genes with identified ribosomal stalling induced by mRNA secondary structure.** Green, membrane proteins; blue, ribosomal proteins; orange, cytosolic proteins.

# Supplementary material for: Secondary Structure across the Bacterial Transcriptome Reveals Versatile Roles in mRNA Regulation and Function
**Source:** PLoS Genet. 2015 Oct 23;11(10):e1005613. doi: 10.1371/journal.pgen.1005613
**Supplement:** S2 Table — Positions denote the gene coordinates in the E. coli chromosome on either the forward (fwd) or reverse (rvs) strand.

**Table S2. List of the 64 RNase E cleavage positions**. Positions denotes the gene coordinates in the E. coli chromosome on either the forward (frw) or reverse (rvs) strand.

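The positions are those at which RNase E was found to cut in an earlier study, on the coordinates of the MG1655 genome to which the deposited values refer. The reads of all 9 libraries around them fell on the strand the table names, 99.1% at forward and 99.8% at reverse positions, once the value columns were assigned to strands by the same table. RNA-Seq, RPF and PARS libraries entered this count over 400 nt around each position.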

| **Gene** | **Position** | **Strand** | **Gene** | **Position** | **Strand** |
| --- | --- | --- | --- | --- | --- |
| *ftsI* | 93136 | fwd | *mglB* | 2237371 | rvs |
| *ftsI* | 93144 | fwd | *mglB* | 2238477 | rvs |
| *coaE* | 113122 | rvs | *nuoN* | 2388534 | rvs |
| *tsf* | 190802 | fwd | *nuoL* | 2392843 | rvs |
| *cyoC* | 447668 | rvs | *nuoL* | 2393046 | rvs |
| *cyoB* | 449135 | rvs | *nuoG* | 2397080 | rvs |
| *cyoB* | 449152 | rvs | *nuoG* | 2397802 | rvs |
| *yajG* | 452839 | rvs | *nuoG* | 2397961 | rvs |
| *uspG* | 640655 | rvs | *nuoC* | 2401345 | rvs |
| *fur* | 709635 | rvs | *nuoB* | 2402226 | rvs |
| *sdhC* | 754611 | fwd | *nuoB* | 2402633 | rvs |
| *sdhD* | 754977 | fwd | *nuoA* | 2403043 | rvs |
| *sdhD* | 755103 | fwd | *maeB* | 2576334 | rvs |
| *ybgF* | 778815 | fwd | *rnc* | 2701527 | rvs |
| *glnH* | 846518 | rvs | *pssA* | 2721316 | fwd |
| *ihfB* | 963323 | fwd | *rimM* | 2743400 | rvs |
| *ompF* | 985413 | rvs | *nlpD* | 2865691 | rvs |
| *ompF* | 985851 | rvs | *nlpD* | 2865699 | rvs |
| *ompF* | 985860 | rvs | *hybO* | 3144295 | rvs |
| *ompA* | 1018886 | rvs | *ispB* | 3331735 | fwd |
| *rne* | 1143045 | rvs | *smg* | 3430051 | rvs |
| *minD* | 1224121 | rvs | *rpsM* | 3440310 | rvs |
| *minD* | 1224577 | rvs | *envZ* | 3533575 | rvs |
| *oppB* | 1300973 | fwd | *malT* | 3551863 | fwd |
| *uspF* | 1433290 | rvs | *tnaA* | 3887308 | fwd |
| *aldA* | 1487678 | fwd | *tnaA* | 3887483 | fwd |
| *aldA* | 1487690 | fwd | *tnaA* | 3888162 | fwd |
| *manX* | 1900641 | fwd | *rbsC* | 3934182 | fwd |
| *cspC* | 1905439 | rvs | *fdhE* | 4079159 | rvs |
| *cspC* | 1905470 | rvs | *metL* | 4130357 | fwd |
| *rfbD* | 2109053 | rvs | *frdA* | 4379660 | rvs |
| *gatZ* | 2173243 | rvs | *ytfK* | 4437515 | fwd |

How the deposited data were processed for this re-analysis (not part of the article)

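PARS, ribosome profiling and RNA-Seq libraries, taken as *E. coli* MC4100 grown in LB at 37°C, were read from the deposited files. The PARS set comprised 2 biological replicates of the V1 digestion and 2 of the A/T1 digestion, ribosome profiling 2 biological replicates, and RNA-Seq 2 biological replicates and 1 technical replicate. The conditions and replicates were taken from the sample labels and the methods. The paper names MC4100 for the PARS culture, refers back to that mRNA for RNA-Seq and names no strain for ribosome profiling. The labels name MC4100 for 2 libraries and MC4101 to MC4107 for the other 7, rising by 1 from sample to sample. The paper's strain was used for all. The labels do not name the partner of the technical replicate, which was taken to be RNA-Seq replicate 1.
The authors trimmed the reads with fastx-toolkit 0.0.13.2, cut adapters with cutadapt 1.2.1 and mapped the reads with Bowtie 0.12.9 to the MG1655 genome. At most 2 mismatches were allowed for RNA-Seq and ribosome profiling and at most 3 for PARS. For the RNA-Seq and RPF gene counts, the methods exclude reads on rRNA and tRNA genes and count a read by its middle nucleotide. For PARS, a read is assigned to its first nucleotide. The authors deposited 1 file per library with read numbers normalized to the sequencing depth (RPM, written rpM in the paper) for each genome position and strand, without pooling of replicates. Whether the deposited values also exclude rRNA and tRNA reads is not stated. Which nucleotide of a read the RNA-Seq and RPF files use is not stated in them.
All values of a library were whole multiples of what 1 read is worth, so read counts were recovered, with a largest deviation of 9.6e-05 from a whole number. RNA-Seq held 4908864, 4879855 (technical) and 5323510 reads, ribosome profiling 14937589 and 8923863, V1 17520197 and 15691147, and A/T1 17495249 and 17190113. One read was worth 0.188 to 0.205 rpM in RNA-Seq, 0.067 and 0.112 rpM in ribosome profiling, 0.052 and 0.056 rpM in V1, and 0.055 and 0.057 rpM in A/T1. V1 reads started at 10.2% and 10.4% of positions on either strand and A/T1 reads at 7.5% and 6.4%. The strand of the value columns was assigned with the strands that S2 Table gives for the RNase E sites.
No genome sequence or annotation was given for the re-analysis, although the paper names a public genome version. Reads were therefore counted in 9280 windows of 1000 nt per strand in place of genes. The design fixed before the processed files arrived foresaw such windows only for the replicate correlations, and their use for the other results is a departure from it. Windows can join neighbouring genes and untranslated sequence. Adenines, which the authors excluded, could not be left out. The PARS score was log2 of (V1 rpM + 1) over (A/T1 rpM + 1) per replicate, averaged over the replicates, with zero scores kept. The load of a window was the summed V1 and A/T1 reads of both replicates divided by its length, with a minimum of 1, and RNA-Seq and RPF windows needed more than 60 reads in each replicate.
Replicates were compared by Pearson and Spearman correlations of log2 counts across windows and by a chi-square per window. RNA-Seq replicate 1 and its technical replicate differed by no more than sampling noise and were averaged and counted once. Abundance was given as rpkM, reads normalized to the window's length and to the sequencing depth. Tests were permutation tests with 100000 resamples, permuting windows for abundance, flipping the sign of the difference of each RNase E site, and swapping L1 and L2 within a stretch. Benjamini-Hochberg adjustment was made within each family of comparisons. Structured stretches had at least 6 of 10 positive scores and flanks of 29 nt. The RNase E sites named are the 3 with the largest and the 3 with the smallest upstream minus downstream score among those with the same sign in both replicates, a rule written before the files arrived.
The alternatives were a pseudocount of 0.1 rpM, a load of at least 5, positions shifted by 1 nt, each replicate left out, scores from summed reads, zero scores left out, other read minimums, 5 or 7 positive scores per stretch, the log2 ratio of summed reads and thinning to a load of 1. A correlation within windows and a single RNase E value per gene were added after the data had been seen. The scripts were tested on simulated data, in which all of 200 windows with V1 reads changed by a factor of 4 were recovered by the log2 ratio of summed reads (100%). This recovery does not test the mean PARS score, on which the main values rest. Python 3.11, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 were used.
Left out were all results that need gene coordinates or sequence, namely those on CDSs against untranslated regions, codon positions, start and stop codons, Shine-Dalgarno strength, docking sites, UAA and UGA genes, readthrough, the sites of S1 Table, and the genes the paper names outside S2 Table. The remaining RNase E sites and the other endonuclease sites of S6 Fig are not in the files analysed here.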

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

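Single positions took a large share of some libraries, in data the paper does not discuss. Position 3421563 on the reverse strand held 3.94% of the reads of V1 replicate 1 (95% Wilson interval 3.93% to 3.95%) and 5.58% of those of replicate 2. The interval covers counting error only. The same position held 3.314% of the reads of A/T1 replicate 1 and 1.53% of replicate 2. Position 3980782 on the forward strand held 6.151% of the reads of RPF replicate 1 and 2.20% of replicate 2. They were flagged because each held at least 1% of the reads of both replicates, far above the share of 1 read. What lies at these positions is not known here, since no annotation was given for the re-analysis.
Amplified duplicates of a single library were tested by the fold difference in share between replicates, a prediction written only after the shares had been seen. The 3 flagged shares differed by 1.4, 2.2 and 2.8 times between replicates. Among all 9 positions with at least 1% of a library in either replicate, 2 differed by more than 10 times, and the largest fold difference was 26.4, at position 1971651 on the forward strand in A/T1. The small fold differences of the flagged shares follow from how they were chosen, since both replicates had to hold at least 1%, and are no test of duplicates. Of the other positions, some also differed little between replicates, such as RPF position 2753713 on the forward strand (1.53% and 0.78%). The largest share of any library, 7.86%, was at position 3421565 on the reverse strand in V1 replicate 2, where replicate 1 had 0.71%. Each of the 9 positions held reads in both replicates, the fewest being 6656 reads (0.039%) at position 1971651 in A/T1 replicate 2. Duplicates of a single library would not recur at the same nucleotide in another library. These reads therefore argue against duplicates as the only source at the 9 positions. How far duplicates add to a share cannot be told, as at the 2 positions that differed by more than 10 times. Leftover rRNA could not be tested without an annotation, and no biological explanation was tested. Depth does not limit these shares.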

How the results depend on the processing

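Among the values recomputed under an alternative, 47 were classed as the same, 17 as moved and 4 as reversed. A value classed as the same was not always close to the main one. A pseudocount of 0.1 rpM took the RNase E difference from 0.223 to 0.481 and the abundance difference from 0.104 to 0.338. Both were classed as the same. The direction and the side of the threshold of the RNase E difference and of L1 minus L2 were the same under every alternative.
The relation of mean PARS score to abundance reversed in sign when V1 and A/T1 reads were summed per window before the ratio (r = -0.0427, difference -0.0092) and when reads were thinned to a load of 1 (r = -0.0425, difference -0.000235). None of these 4 values was past the threshold of its permutation test. Summing removes the pseudocount but lets the strongest positions dominate, so it measures another quantity. Thinning lowers all scores towards 0 and so has little power. A smaller pseudocount did not remove the relation (r = 0.828). At 0.1 rpM it still exceeds the worth of 1 read, 0.052 to 0.057 rpM. It therefore cannot exclude that scores of windows with few reads are drawn towards 0.
Counting all windows with at least 1 read in each replicate gave correlations of 0.967 for V1, 0.965 for A/T1, 0.951 for RNA-Seq, 0.977 for the technical pair and 0.955 for the RPFs, which takes in windows with fewer reads. A load of at least 5 keeps only windows with more V1 and A/T1 reads and gave 0.901 for V1 and 0.890 for A/T1. More than 120 reads gave 0.998 for the technical pair.
The correlation of single-nucleotide scores was 0.676 with a pseudocount of 0.1 rpM, which gives more weight to nucleotides with few reads, 0.773 at a load of at least 5, 0.774 without zero scores, 0.772 with the pairing swapped and 0.735 as the median within windows, the last chosen after the data had been seen.
A load of at least 5 left 1178 windows and 682546 scored nucleotides. Structured stretches numbered 44072 with 7 of 10 positive scores, and from 39996 to 49353 across the 2 runs that each left out one replicate, as fewer nucleotides carry a score in a single replicate.
The alternative with adenines included was not run, because the main values already contain them. Leaving out zero scores was not run for stretches and scored nucleotides, which count only nonzero scores already. The alternatives of results that need an annotation were not run. The replicate block was not run because no result compares groups of samples in a fitted model. In the windows with a load of at least 1, 46.7% of the nucleotides had a score other than 0, which limits what single-nucleotide scores can show.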

Differences from the paper's values

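The replicate correlation of V1 was 0.938 here and 0.96 in the paper, and that of A/T1 was 0.927 here and 0.95 in the paper. Neither alternative set before the files arrived came within the error, with 0.967 and 0.901 for V1 and 0.965 and 0.890 for A/T1.
Structured stretches numbered 71786 here and 908 in the paper. None of the alternatives closed the gap, the lowest being 39996 with replicate 2 left out and the highest 103886 with 5 of 10 positive scores. The Kolmogorov-Smirnov test of L1 against L2 gave a permutation p = 1e-05, the smallest the resamples can give, where the paper has 0.1209. All 10 alternatives gave the same p, which shows no stability at this limit. The statistic was 0.038 and ranged from 0.021 (load of at least 5) to 0.070 (PARS replicate 1 left out). The test here rests on 71451 stretches that share flanks, so its p cannot be set against that of the paper.
The correlation of mean PARS score with abundance was 0.799 here and 0.777 in the paper. It fell within the error with replicate 1 left out (0.767) and with replicate 2 left out (0.788). It did not with a pseudocount of 0.1 rpM (0.828), shifted positions (0.799), summed replicates (0.801), a load of at least 5 (0.817), zero scores left out (0.750), all windows past the count limit (0.756), summed reads per window (-0.0427) or thinning (-0.0425).
The average PARS score at the RNase E sites was 0.257 here and about 0.48 in Fig. 3D, read by eye. Leaving out zero scores came within the error (0.457). A pseudocount of 0.1 rpM (0.769), shifted positions (0.026), replicate 1 left out (0.186), replicate 2 left out (0.328) and summed replicates (0.270) did not. The lowest average score 2 to 7 nt after the sites was -0.201 here and about -0.39 in Fig. 3D, read by eye. Replicate 2 left out (-0.267) and zero scores left out (-0.307) came within the error, and a pseudocount of 0.1 rpM (-0.230), shifted positions (-0.201), replicate 1 left out (-0.136) and summed replicates (-0.197) did not.
The paper places all 64 RNase E positions in genes over the load threshold, and 62 of them lay in windows over it here. All values here are from 1000-nt windows, with adenines, where the paper used genes without adenines.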

Other observations

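The rise of mean PARS score with abundance (r = 0.799 across windows) was tested against the pseudocount, with a prediction written before that result was seen. The log2 ratio of summed reads had r = -0.0427 with abundance, and thinning every window to a load of 1 gave -0.0425, as predicted if the pseudocount shrinks the scores of windows with few reads. The evidence is limited. A pseudocount of 0.1 rpM left r at 0.828, but it still exceeds the worth of 1 read and cannot exclude such shrinkage. Thinning has little power, and the summed ratio is dominated by strong positions. In simulated windows whose structure did not depend on abundance, r of the mean score was 0.761 when V1 reads were spread over more nucleotides than A/T1 reads, -0.497 when both were spread alike and -0.792 when A/T1 reads were spread more widely. The spreads were chosen by hand. In the data V1 reads started at more positions than A/T1 reads (10.2% and 10.4% against 7.5% and 6.4%). Depth together with unequal spread may therefore contribute to the relation, and it cannot be told apart here from structure that rises with abundance.
The RNase E difference was tested in 2 ways, both written after it had been seen. Neither is independent of the paper's profile of these sites, which the spans follow, and some neighbouring sites share nucleotides. Moving the sites by 30 to 200 nt in 100 random draws gave a difference as large in 0 of the draws, though the largest, 0.214, came close to the 0.223 at the sites. The upstream score was higher at 41 of the 60 sites with a difference other than 0 (exact sign test, p = 0.0062). Counting the 4 sites with a difference of 0 against it gave 41 of 64 (exact sign test, p = 0.033). Base composition at the sites could not be tested without the sequence, so the pattern cannot be told apart from it.
Stretches of 10 nt with at least 6 negative scores were compared with structured stretches, with a prediction written before. With ties split, L1 exceeded L2 at 46.9% of the unstructured stretches and at 48.1% of the structured ones. The small excess of RPF reads downstream is therefore not particular to structured stretches. Stretches chosen without regard to score were not tested, so whether it holds around any stretch of this size is not known. No biological explanation was tested.
PARS scores repeated every 3 nt in windows with ribosomes. Over the 1168 windows with a load of at least 5 and more than 60 RPF reads, the median power at this period was 1.24 times the mean power of the spectrum, against 0.646 at 20 neighbouring frequencies, and it was 1.16 and 1.43 in replicates 1 and 2. The test of protein-coding sequence as the source, written before, needed windows with few RPF reads, and only 4 reached the load, too few to compare. At loads from 1 to 5, the log2 difference between 1253 windows with and 16 without such RPF reads was 0.686 (permutation test, p = 0.12).
V1 and A/T1 reads started at the same nucleotides more often than enzymes of opposite preference would lead one to look for. Within windows with a load of at least 5, the median correlation of V1 with A/T1 was 0.419 in replicate 1 and 0.376 in replicate 2, with a mean of 0.397, against 0.748 between the V1 replicates and 0.859 between the A/T1 replicates. The correlation with RNA-Seq replicate 1, whose RNA was also fragmented at random, was 0.059 for V1 and 0.027 for A/T1 of replicate 1. Which nucleotide of a read the RNA-Seq values use is not stated, so these low values do not settle whether fragmentation contributes. A prediction written before took at least 0.5 of the V1 replicate value as the sign of a background of read starts shared by both digestions. The mean passed this limit only barely, and it was below 0.5 of the A/T1 replicate value. V1 and A/T1 were also compared within a replicate number, where libraries lay closer together across windows, while the limit came from different replicates. The test therefore does not settle whether there is such a background. The source of such a background was not tested.
A search set before the result was seen, for regions of at least 5 kb with at most 2 RNA-Seq and RPF reads per kb, found 0 regions, so a strain deletion could not be tested that way. The paper names 4 major deletions in MC4100 relative to the reference. It names MC4100 for the PARS culture, refers back to that mRNA for RNA-Seq and names no strain for ribosome profiling. The sample labels name MC4104 to MC4107 for the PARS libraries and MC4100 to MC4103 for the others, a number that rises by 1 from sample to sample. A later search, with a rule chosen after the data had been seen, found 9 regions, 95 kb in total, with at most 10 V1 and A/T1 replicate 1 reads per kb in bins of 5 kb. Of these, 75 kb lay between 275001 and 370000, and the longest, from 325001 to 370000, held 169 V1 and A/T1 reads in replicate 1 and 244 in replicate 2, but 1849 RNA-Seq and 4137 RPF reads.
The explanations of these regions were all written after they had been seen and were measured with PARS replicate 2. Low expression was tested against 219 bins with as many RNA-Seq reads, and the regions had 5.02% of their V1 and A/T1 reads per RNA-Seq read (0.134 against 2.68). The choice of regions with few replicate 1 reads favours such a low ratio, since the replicates resemble each other. The values show only that as few RNA-Seq reads came with more V1 and A/T1 reads in the matched bins. Sequence that reads cannot be mapped to was tested by RNA-Seq density, 12.2% of the genome median and only just above the limit of 10% set in the prediction, and the different mismatch allowances were not tested. A deletion in the cells of the PARS libraries only predicts few reads in every region. The highest ratio of a region was 0.435, over the limit of 0.268, while 7 of the 9 regions, 85 kb, were under it. The regions over the limit started at 2780001 (0.435) and 2990001 (0.272), outside the span from 275001 to 370000. Within that span the ratios were 0.023 to 0.168, so the test does not count against a deletion there. RNA of another strain in the RNA-Seq and RPF libraries could not be told from expression in the same strain, since RNA-Seq replicates correlated at r = 0.797 across the 95 kb (permutation test, p = 1e-05, the smallest the resamples can give). A candidate explanation is that the PARS and the other libraries came from cells differing in these regions, but neither of the last 2 explanations is settled.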
